# Transcriptome analysis in petals and leaves of chrysanthemums with different chlorophyll levels

**DOI:** 10.1186/s12870-017-1156-6

**Published:** 2017-11-15

**Authors:** Akemi Ohmiya, Katsutomo Sasaki, Kenji Nashima, Chihiro Oda-Yamamizo, Masumi Hirashima, Katsuhiko Sumitomo

**Keywords:** Chlorophyll metabolism, Chrysanthemum (*Chrysanthemum morifolium* Ramat.), Gene expression, Petal color, Transcription factor

## Abstract

**Background:**

Chlorophylls (Chls) are magnesium-containing tetrapyrrole macromolecules responsible for the green color in plants. The Chl metabolic pathway has been intensively studied and nearly all the enzymes involved in the pathway have been identified and characterized. Synthesis and activity of these enzymes are tightly regulated in tissue- and developmental stage–specific manners. Leaves contain substantial amounts of Chls because Chls are indispensable for photosynthesis. In contrast, petals generally contain only trace amounts of Chls, which if present would mask the bright petal color. Limited information is available about the mechanisms that control such tissue-specific accumulation of Chls.

**Results:**

To identify the regulatory steps that control Chl accumulation, we compared gene expression in petals and leaves of chrysanthemum cultivars with different Chl levels. Microarray and quantitative real-time PCR analyses showed that the expression levels of Chl biosynthesis genes encoding glutamyl-tRNA reductase, Mg-protoporphyrin IX chelatase, Mg-protoporphyrin IX monomethylester cyclase, and protochlorophyllide oxidoreductase were well associated with Chl content: their expression levels were lower in white petals than in green petals, and were highest in leaves. Among Chl catabolic genes, expression of *STAY-GREEN*, encoding Mg-dechelatase, which is a key enzyme controlling Chl degradation, was considerably higher in white and green petals than in leaves. We searched for transcription factor genes whose expression was well related to Chl level in petals and leaves and found three such genes encoding MYB113, CONSTANS-like 16, and DREB and EAR motif protein.

**Conclusions:**

From our transcriptome analysis, we assume that a low rate of Chl biosynthesis and a high rate of Chl degradation lead to the absence of Chls in white chrysanthemum petals. We identified several candidate transcription factors that might affect Chl accumulation in chrysanthemum petals. Functional analysis of these transcription factors will provide a basis for future molecular studies of tissue-specific Chl accumulation.

**Electronic supplementary material:**

The online version of this article (10.1186/s12870-017-1156-6) contains supplementary material, which is available to authorized users.

## Background

Chlorophylls (Chls) are magnesium-containing tetrapyrrole macromolecules responsible for the green color in plants. Because Chls play a central role in light harvesting and energy transduction in photosynthesis, mature leaves contain a substantial amount of Chls [1]. Petals of many flowering plants contain Chls at early developmental stages [2]. As petals develop, Chl content decreases, and petals of fully opened flowers contain only trace amounts of Chls. The absence of Chls in petals is an important trait that enables flowers to be visually distinguished by pollinators against a background of leaves when the flowers are ready to be pollinated.

The Chl metabolic pathway can be divided into three distinct phases (Fig. 1) [3–5]: (1) biosynthesis of Chl *a* from glutamate; (2) interconversion between Chl *a* and *b* (Chl cycle); and (3) degradation of Chl *a* into a non-fluorescent Chl catabolite. Nearly all enzymes involved in the pathway are identified and characterized. In higher plants, synthesis and activity of these enzymes are tightly regulated in tissue- and developmental stage–specific manners.

**Fig. 1:**
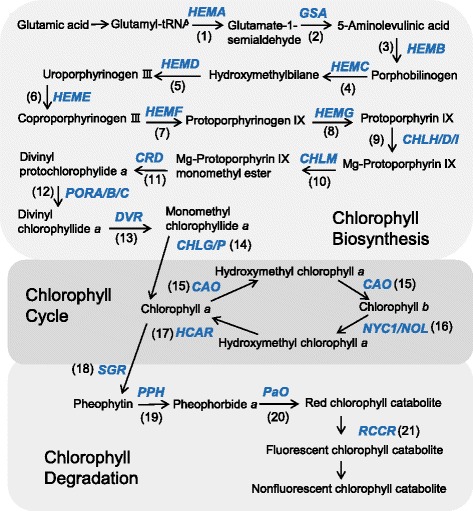
Schematic representation of Chl metabolic pathways in higher plants. Genes (italicized) encode the following enzymes: (1) glutamyl-tRNA reductase; (2) glutamate-1-semialdehyde 2,1-aminotransferase; (3) 5-aminolevulinate dehydrogenase; (4) porphobilinogen deaminase; (5) uroporphyrinogen III synthase; (6) uroporphyrinogen III decarboxylase; (7) coproporphyrinogen III oxidase; (8) protoporphyrinogen oxidase; (9) Mg-chelatase; (10) Mg-protoporphyrin IX methyltransferase; (11) Mg-protoporphyrin IX monomethylester cyclase; (12) protochlorophyllide oxidoreductase; (13) divinyl chlorophyllide *a* 8-vinyl-reductase; (14) Chl synthase; (15) chlorophyllide *a* oxygenase; (16) Chl *b* reductase; (17) hydroxymethyl Chl *a* reductase; (18) STAY-GREEN (Mg-dechelatase); (19) pheophytinase; (20) pheophorbide *a* oxygenase; (21) red Chl catabolite reductase

There is increasing evidence that the Chl biosynthesis pathway is transcriptionally regulated in a tissue-specific manner [4, 6]. Several transcription factors have been identified as negative or positive regulators of the Chl biosynthesis pathway. GOLDEN2-LIKE (GLK), LONG HYPOCOTYL5 (HY5), and GATA, NITRATE-INDUCIBLE, CARBON-METABOLISM INVOLVED (GNC) regulate Chl biosynthesis in leaves [7–9], whereas GNC-LIKE (GNL)/CYTOKININ RESPONSIVE GATA FACTOR1 (CGA1) enhances Chl biosynthesis in petals and stamens [9]. PHYTOCHROME-INTERACTING FACTOR 1 (PIF1) and PIF3 inhibit the biosynthesis of protochlorophyllide by interacting with photoreceptors in leaves in the dark [10]. Chl degradation is also regulated at the transcriptional level. Recently, ORE1 and ANAC046 have been shown to increase the expression of Chl catabolic genes [11, 12]. Changes in the expression of genes for these transcription factors influence Chl content in Arabidopsis leaves, but limited information is available about the regulation of Chl metabolism in non-photosynthetic tissues.

As mentioned above, it is a distinct disadvantage for insect-pollinated flowers to accumulate Chls in petals. Therefore, even if a mutation that results in green flowers occurs, such plants may be eliminated from their natural habitat. In contrast, in ornamental plant breeding, green-flowered mutants are preferably selected and developed as cultivars. In this study, we used white- and green-flowered cultivars of chrysanthemum (*Chrysanthemum morifolium* Ramat.) to investigate the mechanisms that regulate Chl content in petals. We compared the expression profiles of genes related to Chl metabolism between these cultivars and searched for genes whose expression levels are positively or negatively associated with Chl content. We also searched for genes encoding transcription factors whose expression is regulated in coordination with Chl content in petals. From these data, we identified candidate transcription factors controlling Chl accumulation in chrysanthemum petals.

## Methods

### Plant materials

The chrysanthemum (*Chrysanthemum morifolium* Ramat.) cultivars Feeling White (FW), Feeling Green (FG), and Feeling Green Dark (FGD) (Japan Agribio Co., Shizuoka, Japan) were grown under natural daylight in a greenhouse at our institute (Tsukuba, Ibaraki, Japan). FGD and FW were bud sports arising from FG. Other white- and green-flowered chrysanthemum cultivars were purchased from the local market in Tsukuba. Petals of ray florets and the 3rd visible leaves from the top were harvested, immediately frozen in liquid nitrogen, and stored at −80 °C until use.

### Microarray analysis

We previously constructed a chrysanthemum expressed sequence tag (EST) database with 213,204 contigs [13]. Short contigs (<100 bp) and no-hit contigs (<197 bp) were omitted, and 176,026 contigs were chosen for custom oligonucleotide array design. Oligonucleotides of about 60 bases representing each EST were designed by Takara Bio (Ohtsu, Shiga, Japan) as described by Ohba et al. [14]. Oligonucleotides were synthesized on a glass surface (4 × 180 k) with SurePrint technology (Agilent Technologies, Palo Alto, CA, USA).

For microarray analysis, we chose petals at S2 because the difference in chlorophyll content among FW, FG, and FGD became evident at this stage. Total RNA was extracted from ray floret petals of FW, FG, and FGD at S2, and mature leaves of FG using Trizol reagent (Thermo Fisher Scientific, Waltham, MA, USA) and an RNeasy Mini Kit (Qiagen, Hilden, Germany). RNA integrity was evaluated using an Agilent 2100 Bioanalyzer (Agilent Technologies). Total RNA samples (100 ng) were used as starting materials. Three biological replicates were examined by the one-color method according to Nashima et al. [15]. Spot signal values were calculated with Agilent Feature Extraction version 9.1 software. Hierarchical clustering using Pearson correlation was performed with the tree-clustering tool of the Subio platform (Subio Inc., Kagoshima, Japan). The datasets for hierarchical clustering were normalized using a low signal cutoff (mean raw signal <100), log_2_-transformation, global normalization, and centering.

Gene ontology (GO) categorization was performed according to the to the annotation of the Arabidopsis gene corresponding to each probe [13]. GO terms were obtained from The Arabidopsis Information Resource (TAIR, http://www.arabidopsis.org/) (ATH GO GOSLIM, updated 2013 May 15).

### Quantitative real-time PCR analysis

Quantitative real-time PCR (RT-qPCR) was performed as described previously [16]. cDNA for each gene was amplified by RT-PCR, cloned into the pGEM-T Easy Vector (Promega, Madison, WI, USA), and sequenced. Primers for RT-qPCR were designed from the sequences (Additional file 1 Table S1). Each plasmid was serially diluted 10-fold and used for a standard curve assay. The transcript copy number was determined by relating the RT-qPCR signal for each gene to a standard curve. The mRNA levels were calculated relative to that of *actin* (IABW01167629), which was constitutively expressed in leaves and petals as indicated by our microarray data. Analysis was performed in biological triplicate, and statistical significance was analyzed by Tukey–Kramer multiple-comparison test (*P* < 0.05).

### Chlorophyll analysis

Tissues were ground into powder in liquid nitrogen and extracted with acetone. The samples were centrifuged at 10,000×*g* for 10 min, and the supernatants (80 μl) were mixed with 20 μl of water. Pigments were analyzed by high-performance liquid chromatography (HPLC; X-LC, Jasco, Tokyo, Japan) using a reversed-phase column (Symmetry C8, 150 × 4.6 mm; Waters, Milford, MA, USA) according to Zapata et al. [17]. The analysis was performed in biological triplicate.

### Transmission electron microscopy

Tissues were cut into small pieces (approximately 1 mm^3^), fixed, dehydrated, and embedded in Quetol 651 (Nisshin EM Co., Tokyo, Japan) as described previously [12]. Ultrathin sections were cut with a diamond knife on an ultramicrotome (Ultracut UCT, Leica Microsystems, Wetzlar, Germany). Sections were picked up on copper grids, stained with uranyl acetate and lead citrate, and observed under a transmission electron microscope (TEM) (JEM-1200EX; JEOL Ltd., Tokyo, Japan) at an acceleration voltage of 80 kV. Digital images were taken with a CCD camera (Veleta; Olympus Soft Imaging Solutions GmbH, Münster, Germany).

## Results

### Chlorophyll content in petals and leaves

To identify genes coordinately expressed with Chl content, we used ray floret petals and leaves containing different Chl levels. In the white-flowered cultivar FW, small amounts of Chls accumulated in petals at the early developmental stage (S1) (Fig. 2). At the late stage (S3), Chl content decreased to extremely low levels. Larger quantities of Chls were detected in petals of the green-flowered cultivars FG and FGD than in those of FW especially at S3 (Additional file 4 Figure S2). At S3, FGD petals contained more Chls than FG and FW petals. At this stage, Chl content in FG leaves was 12.85 times that in FG petals and 6.56 times that in FGD petals. Because there was no significant difference in leaf Chl content among FW, FG, and FGD (Additional file 2 Figure S1), leaves of FG were used for further study.

**Fig. 2:**
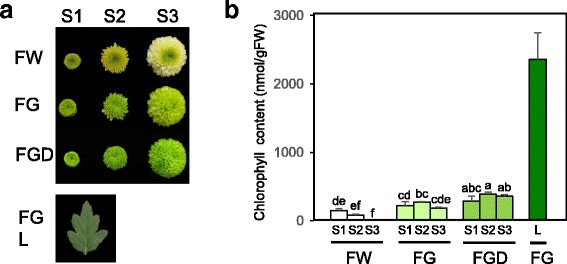
Chl content in petals and leaves of chrysanthemums. **a** Photographs of flowers of FW (Feeling White), FG (Feeling Green), and FGD (Feeling Green Dark) and an FG leaf (L). Flower development was divided into three stages: S1, 2–3 days after calyx opening; S2, ray florets at the outermost part of the capitulum begin to open; and S3, approximately 90% of ray florets are open. **b** Chl content in petals at different developmental stages and in mature leaves. Mean values (± SD) of three biological replicates are shown. The differences among petals (FW, FG, and FGD) were analyzed by Tukey–Kramer multiple-comparison test. Different letters indicate significant differences at *P* < 0.05

### Gene ontology classification of differentially expressed genes

Using microarray data, we extracted genes with the expression levels in FW or FGD petals >5 times greater or lower than in FG petals and examined the distribution of gene ontology terms (Fig. 3). 

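The microarray data covered 12 arrays hybridized by the 1-color method, with 3 arrays for each of 4 groups: stage 2 ray floret petals of FW, FG, and FGD, and mature leaves of FG. Each array held 176026 probes, 1 for each contig, and 4854 control spots. The authors deposited the scanner output of each array, in which every spot has a background-corrected intensity. Here these intensities were log2-transformed, and the 75th percentile of each array was subtracted, so that expression levels are log2 signals relative to that percentile. The percentile was 308 to 327 in FW petals, 339 to 346 in FG petals, 308 to 347 in FGD petals, and 188 to 209.5 in FG leaves. The share of probes well above background was 65.6% to 67.6% in FW petals, 68.0% to 68.4% in FG petals, 67.0% to 69.6% in FGD petals, and 63.2% to 65.2% in FG leaves. The number of arrays limits the precision of every value. The paper states a low signal cutoff for its clustering, a mean raw signal of 100. Here that minimum was set on the mean background-corrected signal over the 12 arrays, which left 70270 probes; on the median signal before background correction it left 76541. Probes were compared with limma in a single fit of the 12 arrays with 1 mean for each group, and adjusted p values are from limma with Benjamini-Hochberg adjustment over these probes. Named probes below the cutoff were tested in a fit of all probes. A probe that was not well above background on any of the 3 arrays of a group has only a bound there. Its fold change is given as at least the ratio to the lowest signal among probes well above background on those arrays, or to its own signal where that was higher.

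The arrays lay on 3 slides. The first slide held the 3 FG petal arrays and FW petal replicate 1. The second held FW petal replicates 2 and 3 and FGD petal replicates 1 and 2. The third held FGD petal replicate 3 and the 3 FG leaf arrays. FG petals and FGD petals shared no slide, and a fit with the slide as a block draws its slide terms from the FW and FGD petals. The term of the first slide thus rests on FW petal replicate 1 alone, and that of the third on FGD petal replicate 3 alone.

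At a fold change over 5 and an adjusted p under 0.05, 338 probes were expressed higher and 1431 lower in FW petals than in FG petals, so that 19.1% of the calls were higher. Between FGD and FG petals, 313 probes were higher and 525 lower in FGD, or 37.4% higher. At any fold change, 35474 probes passed the adjusted p in the comparison of FW with FG and 19859 in that of FGD with FG. These counts use fitted fold changes. With the bound in place of the fitted value where a group was not well above background, 322 and 1387 of the FW calls and 297 and 513 of the FGD calls exceeded 5-fold. Testing all probes without the low signal cutoff moved the number higher in FGD most, to 972, with 947 lower. A fit with the slide as a block moved the number lower in FGD by the largest ratio, to 185, with 182 higher, and 253 of the 838 FGD calls were called in the same direction in that fit. The gene ontology classes of these probes were not analysed here.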

In the cellular component category, genes associated with “plastid”, “chloroplast”, “other cytoplasmic component”, “other intracellular component”, and “other membrane” were highly enriched among the downregulated genes in FW petals. In the biological process category, genes associated with “electron transport or energy pathways”, which include photosynthesis-related genes, were also highly represented among the downregulated genes in FW petals. No marked differences were found in the molecular function category.

**Fig. 3:**
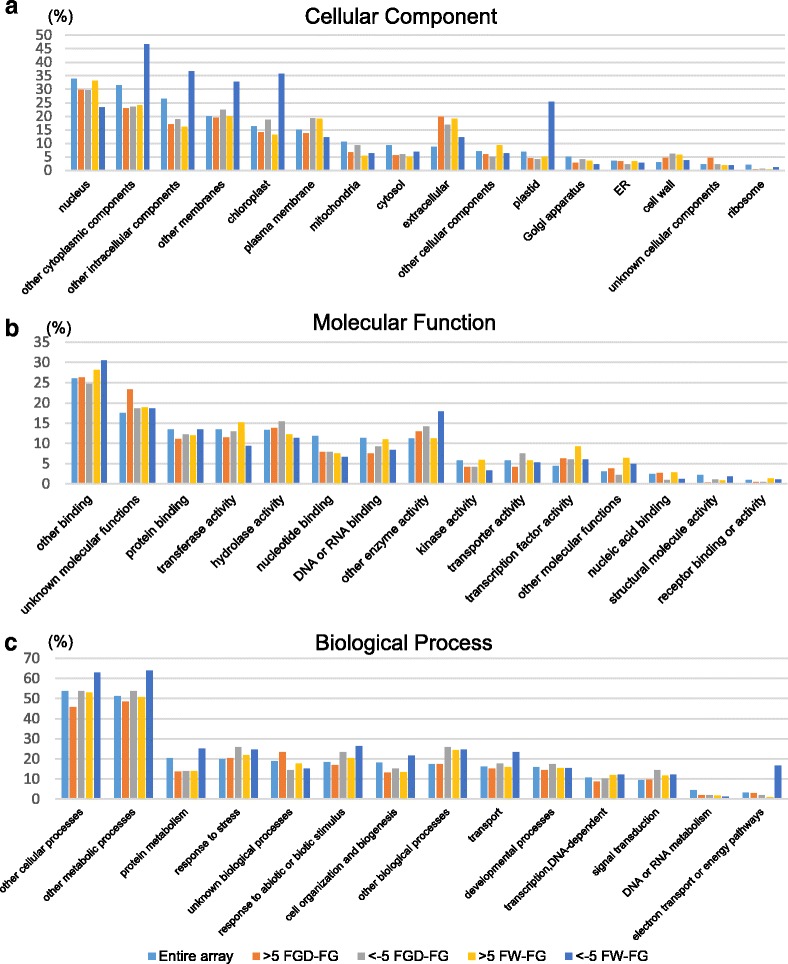
Gene ontology classification of genes differentially expressed in FW, FG, and FGD petals. Expression of genes in stage 2 petals was compared between FW and FG and between FGD and FG. Genes were classified into categories (cellular component, molecular function, and biological process) after being mapped to the Gene Ontology database. The *y*-axis indicates the percentage of genes in each functional category, calculated from the number of genes whose expression in FW or FGD petals was >5 times greater or lower than that in FG petals

### Microarray and RT-qPCR analyses of chlorophyll-related gene expression

The chrysanthemum custom oligonucleotide array constructed in this study covered most genes involved in Chl metabolism (Additional file 3 Table S2). 

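The list of Chl metabolic genes pairs 31 gene names with 1 probe each: 22 for Chl biosynthesis, 5 for the Chl cycle, and 4 for Chl degradation. Of these probes, 28 were well above background on all 12 arrays. *DVR* was above it on 2 arrays and *CHLD* on 8, and *HEMD* on none. The mean signal of a probe over the 12 arrays was between 5.98 and 27170, and none of the spots was saturated. The low signal cutoff was passed by 25 probes. The 6 below it were *HEMD*, *HEME2*, *HEMG2*, *CHLI*, *CHLD*, and *DVR*.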

Microarray analysis was performed using this array and the expression profiles of selected genes of interest were further analyzed using RT-qPCR for a wider range of developmental stages of each tissue.

#### Chl biosynthesis

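The 22 Chl biosynthesis probes were compared between petals, 16 of which passed the low signal cutoff. Among these 16, 13 were lower in FW petals than in FG petals at an adjusted p under 0.05, and none was higher. Adjusted over the list alone, 13 were lower and 1, *HEMA2*, was higher. Between FW and FGD petals, 14 probes were lower in FW and *HEMA2* was higher, with 15 lower when adjusted over the list alone. Between FGD and FG petals, 7 probes were higher in FGD and *HEMA2* was lower; over the list alone, 8 were higher and 1 lower. FG and FGD petals shared no slide, and with the slide as a block none of these 8 calls between FGD and FG petals passed an adjusted p of 0.05 over all probes. The median log2 difference of FW from FG petals was −1.20 over the 16 probes and −0.87 over all 22. The largest difference was −3.80 for *PORB*. The set of 16 probes was lower in FW than in FG petals by the rotation set test fry (adjusted p = 1.24e-06). It was higher in FGD petals than in FW petals (adjusted p = 2.84e-07) and than in FG petals (adjusted p = 0.00496) by the same test. In the fit with the slide as a block, the adjusted p of fry was 2.78e-05 for FW against FG petals, 1.66e-05 for FGD against FW petals, and 0.618 for FGD against FG petals. The competitive test camera was run without the slide as a block, and its p values were not adjusted over the comparisons. With a preset correlation of 0.01, its p was at most 0.000386 for each of these comparisons. With the estimated correlation of 0.489, its p was 0.0478 for FW against FG, 0.0516 for FGD against FW, and 0.224 for FGD against FG. Over all 22 probes the estimated correlation was 0.373. There the unadjusted p of camera was 0.0254 for FW against FG, 0.0309 for FGD against FW, and 0.252 for FGD against FG. Leaving out any 1 array left the median over the 22 probes between −0.92 and −0.79.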

Many of the genes involved in Chl biosynthesis showed higher expression in FG and FGD petals than in FW petals (Fig. 4a). In particular, genes in group 1, *CHLH* (encoding Mg-​protoporphyrin IX chelatase [Mg-chelatase] H subunit), *CRD* (encoding Mg-protoporphyrin IX monomethylester cyclase), *HEMA1* (encoding glutamyl-tRNA reductase), and *PORC* (encoding protochlorophyllide oxidoreductase C) showed significantly higher expression in FG and FGD petals than in FW petals; the highest expression of these genes was found in FG leaves (*P <* 0.01). 

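Levels are given as log2 mean ± SD with n = 3 arrays. *CHLH* (PD0028_022231) was at 0.63 ± 0.19 in FW petals, 2.67 ± 0.22 in FG petals, 3.69 ± 0.13 in FGD petals, and 6.24 ± 0.18 in FG leaves. *CRD* (PD0028_062998) was at 2.45 ± 0.26, 5.47 ± 0.13, 6.33 ± 0.05, and 8.39 ± 0.11 in the same order. *HEMA1* (PD0028_007255) was at −2.25 ± 0.19, −1.17 ± 0.15, −0.28 ± 0.07, and 2.33 ± 0.21. *PORC* (PD0028_042108) was at 3.36 ± 0.21, 5.46 ± 0.14, 5.81 ± 0.08, and 7.65 ± 0.08. From FG to FW petals, the level fell by 2.04 for *CHLH* (adjusted p = 2.45e-06), 3.02 for *CRD* (adjusted p = 8.38e-08), 1.08 for *HEMA1* (adjusted p = 8.75e-05), and 2.11 for *PORC* (adjusted p = 4.74e-07). FGD petals exceeded FW petals by 3.07, 3.88, 1.97, and 2.45, respectively, with adjusted p values of at most 8.28e-07. FG leaves exceeded FGD petals by 2.55, 2.05, 2.61, and 1.84, with adjusted p values of at most 9.27e-08. For each gene the 3 FW arrays lay below the 3 FG arrays, as chance gives in either direction in 1 of 10 splits of the 6 arrays.

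The steps from FG to FGD petals were smaller: 1.02 for *CHLH* (adjusted p = 0.000723), 0.86 for *CRD* (adjusted p = 0.000836), 0.89 for *HEMA1* (adjusted p = 0.000898), and 0.35 for *PORC* (adjusted p = 0.0435). None of these steps passed 0.05 with the slide as a block. The adjusted p over the alternatives ranged from 0.000360 to 0.146 for *CHLH*, 0.000543 to 0.236 for *CRD*, 0.000214 to 0.238 for *HEMA1*, and 0.0369 to 0.913 for *PORC*. For *PORC*, leaving out 1 array took the adjusted p past 0.05 in 9 of 12 cases. Because the expression of these genes followed Chl content, the paper hypothesizes that they are important in determining it in petals.

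**Figure D1:**
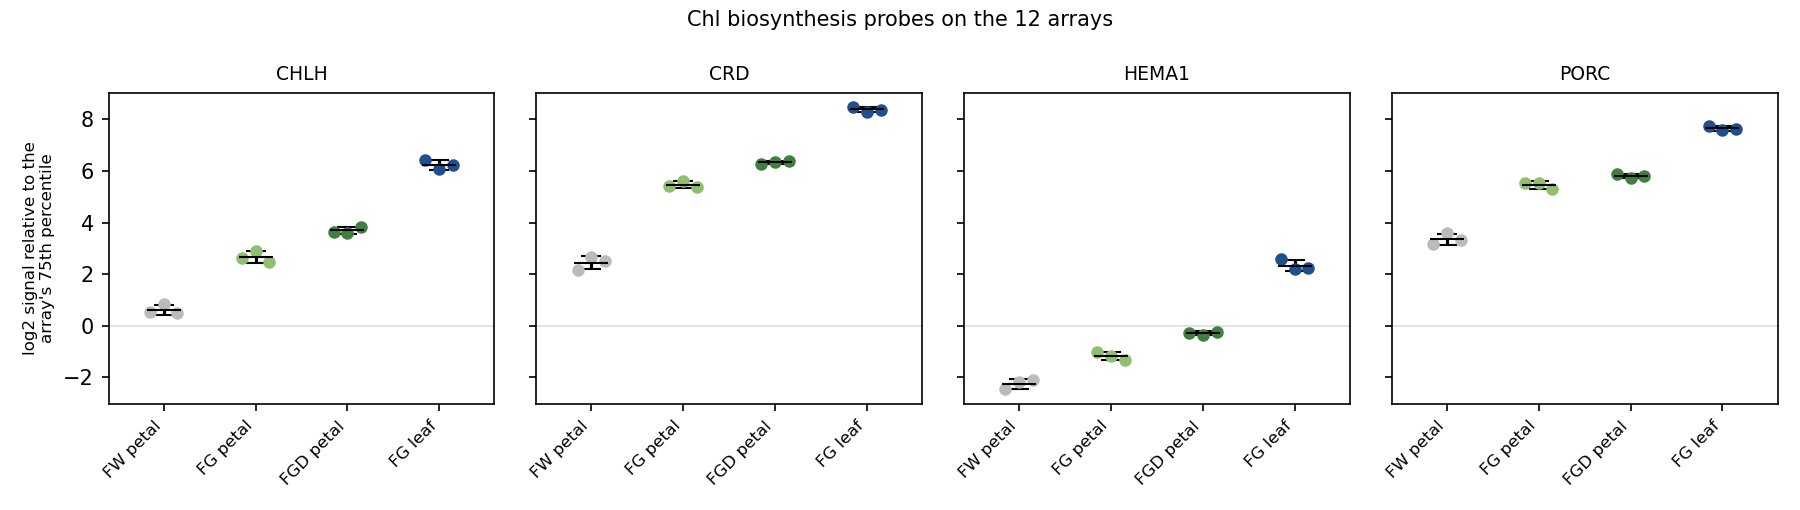
Levels of *CHLH*, *CRD*, *HEMA1*, and *PORC* on the 12 arrays, as log2 signal relative to the 75th percentile of each array (vertical axis) in FW, FG, and FGD petals and FG leaves (horizontal axis). Points are the 3 arrays of a group, and lines and bars are the mean ± SD. *CRD* runs from 2.45 in FW petals to 8.39 in FG leaves.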

There were no significant differences in the expression levels of *HEMD* (encoding uroporphyrinogen III synthase), *CHLG* (encoding Chl synthase), *CHLM* (encoding Mg-protoporphyrin IX methyltransferase), *HEMG2* (encoding protoporphyrinogen III oxidase), or *CHLI* (encoding Mg-chelatase I subunit).

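Between FW and FG petals, the adjusted p was 0.27 for *CHLG*, 0.127 for *CHLM*, 0.826 for *CHLI*, and 0.95 for *HEMG2*, with log2 differences of −0.17, −0.18, −0.04, and −0.04. *HEMD* was not well above background on any array, so that no fold change can be given. Between FGD and FG petals, the adjusted p was 0.093 for *CHLG* and at least 0.251 for the other 4 genes. *CHLG* was higher in FGD petals than in FW petals by 0.48 (adjusted p = 0.00765), although over the alternatives this p ranged from 0.00623 to 0.0849, the latter with the slide as a block. FG leaves were above FG petals by 1.52 for *CHLG* (adjusted p = 1.02e-06), 0.85 for *CHLM* (adjusted p = 7.62e-06), 0.56 for *CHLI* (adjusted p = 0.00268), and 1.05 for *HEMG2* (adjusted p = 0.0253). The last 2 calls were lost with the slide as a block and with a signal floor of 100, and that of *HEMG2* also under other alternatives.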

**Fig. 4:**
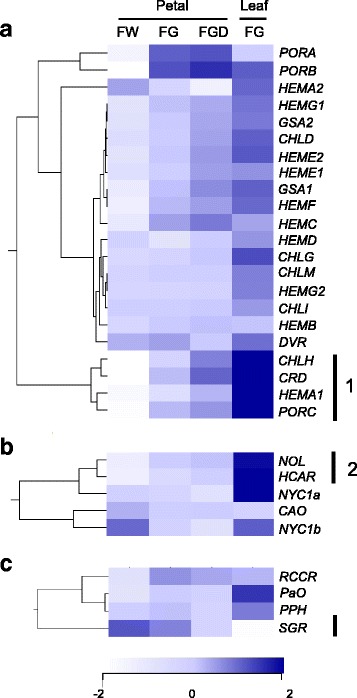
Overview of expression profiles of genes related to (**a**) Chl biosynthesis, (**b**) Chl cycle, and (**c**) Chl degradation in petals and leaves of chrysanthemum. The microarray data was obtained from S2 petals of FW, FG, and FGD and from mature leaves of FG. The data was clustered with respect to the transcript profiles of genes, and dendrograms are shown on the left of the heat map. Data represent log_2_-normalized signal values of transcript levels, which are continuously mapped on the color scale provided at the bottom of the figure

Because the expression patterns of group 1 genes were positively matched with Chl content, we hypothesized that these genes play an important role in determining Chl content in petals and further analyzed their expression by RT-qPCR. As in microarray analysis, the levels of *CHLH*, *CRD*, *HEMA1*, and *PORC* transcripts were highest in leaves and were extremely low in FW petals (Fig. 5). In FGD, the expression of all four genes tended to increase as petals matured.

**Fig. 5:**
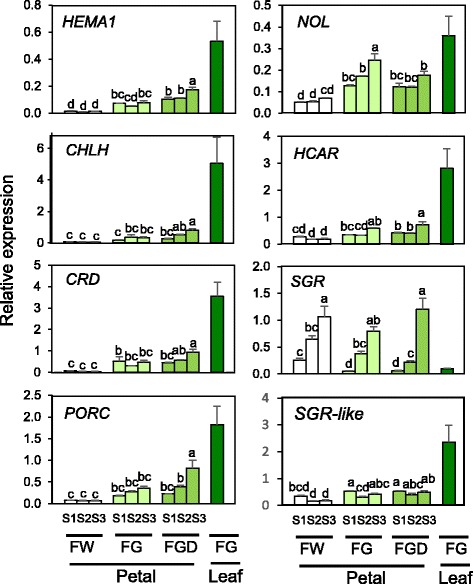
RT-qPCR analysis of Chl metabolic genes in FW, FG, and FGD. Mean values (± SD) of three biological replicates are shown. Designations of petal developmental stages and cultivars are as in Fig. 2. Gene abbreviations are as in Fig. 1. The differences among petals (FW, FG, and FGD) were analyzed by Tukey–Kramer multiple-comparison test. Different letters indicate significant differences at *P* < 0.05

#### Chl cycle

Among genes related to the Chl cycle, the expression of two group 2 genes, *NOL* (*Non-yellow coloring one-like*, encoding Chl *b* reductase subunit) and *HCAR* (encoding hydroxymethyl Chl *a* reductase), was well correlated with Chl content: it was lower in FW petals than in FG and FGD petals and was remarkably high in FG leaves (Fig. 4b). 

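*NOL* (PD0028_003707) was at a log2 level of −3.02 ± 0.10 in FW petals, −1.74 ± 0.18 in FG petals, −1.65 ± 0.05 in FGD petals, and 0.16 ± 0.10 in FG leaves (SD, n = 3 arrays). The corresponding levels of *HCAR* (PD0028_003321) were −1.88 ± 0.35, −1.03 ± 0.10, −0.65 ± 0.09, and 2.07 ± 0.16. From FG to FW petals, *NOL* fell by 1.28 (adjusted p = 4.51e-06) and *HCAR* fell by 0.84 (adjusted p = 0.00135). FGD petals were above FW petals by 1.37 for *NOL* (adjusted p = 1.54e-06) and 1.23 for *HCAR* (adjusted p = 7.43e-05). No difference between FG and FGD petals passed 0.05, with an adjusted p of 0.522 for *NOL* and 0.0862 for *HCAR*, although the latter was under 0.05 in 3 of its alternatives. Leaves were above FG petals by 1.90 for *NOL* (adjusted p = 2.48e-08) and 3.11 for *HCAR* (adjusted p = 1.77e-08). With a signal floor of 100, under which the dim *NOL* signals of the petals have no order, the differences of *NOL* between FW petals and the other petals were lost.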

RT-qPCR analysis of *NOL* and *HCAR* showed similar expression patterns to those observed in the microarray analysis (Fig. 5). In FG and FGD, the expression of group 2 genes tended to increase as petals matured.

#### Chl degradation

Among genes related to Chl degradation, the expression of only *SGR* (*STAY-GREEN*, encoding Mg-dechelatase) showed negative correlation with Chl content, with the highest expression in FW petals and extremely low in leaves (Fig. 4c). 

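*SGR* (PD0028_001845) was at a log2 level of 4.75 ± 0.11 in FW petals, 4.30 ± 0.29 in FG petals, 3.31 ± 0.31 in FGD petals, and 1.66 ± 0.43 in FG leaves (SD, n = 3 arrays). The difference of 0.46 between FW and FG petals did not pass the adjusted p (adjusted p = 0.118). The level in FGD petals was below that in FW petals by −1.45 (adjusted p = 0.000347) and below that in FG petals by −0.99 (adjusted p = 0.0099). This last difference was lost with the slide as a block, and its adjusted p ranged from 0.0038 to 0.371 over the alternatives. In FG leaves the level was lower than in FG petals, with a difference of −2.63 (adjusted p = 1.41e-06), and lower than in FW petals, with a difference of −3.09 (adjusted p = 2.81e-07).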

There was no clear relationship between Chl content and expression levels of *RCCR* (encoding red Chl catabolite reductase), *PaO* (encoding pheophorbide *a* oxygenase), and *PPH* (encoding pheophytinase). 

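The log2 level of *RCCR* (PD0028_063714) was 2.52 ± 0.25 in FW petals, 3.93 ± 0.08 in FG petals, 3.72 ± 0.09 in FGD petals, and 3.58 ± 0.08 in FG leaves (SD, n = 3 arrays). It was lower in FW than in FG petals, with a difference of −1.41 (adjusted p = 7.03e-06), and the difference between FGD and FG petals did not pass 0.05 (adjusted p = 0.2). *PaO* (PD0028_005603) was at 2.24 ± 0.08, 3.08 ± 0.13, 2.91 ± 0.19, and 4.59 ± 0.17 in the same order. Its difference of FW from FG petals was −0.83 (adjusted p = 0.000266), and that of leaves from FG petals was 1.52 (adjusted p = 5.82e-07). *PPH* (PD0028_028877) was at −0.04 ± 0.23, 0.19 ± 0.15, −0.21 ± 0.17, and 0.86 ± 0.16, and neither FW (adjusted p = 0.204) nor FGD petals (adjusted p = 0.0586) passed 0.05 against FG petals. With normexp background correction of the median signals, *PPH* passed 0.05 between FGD and FG petals.

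**Figure D2:**
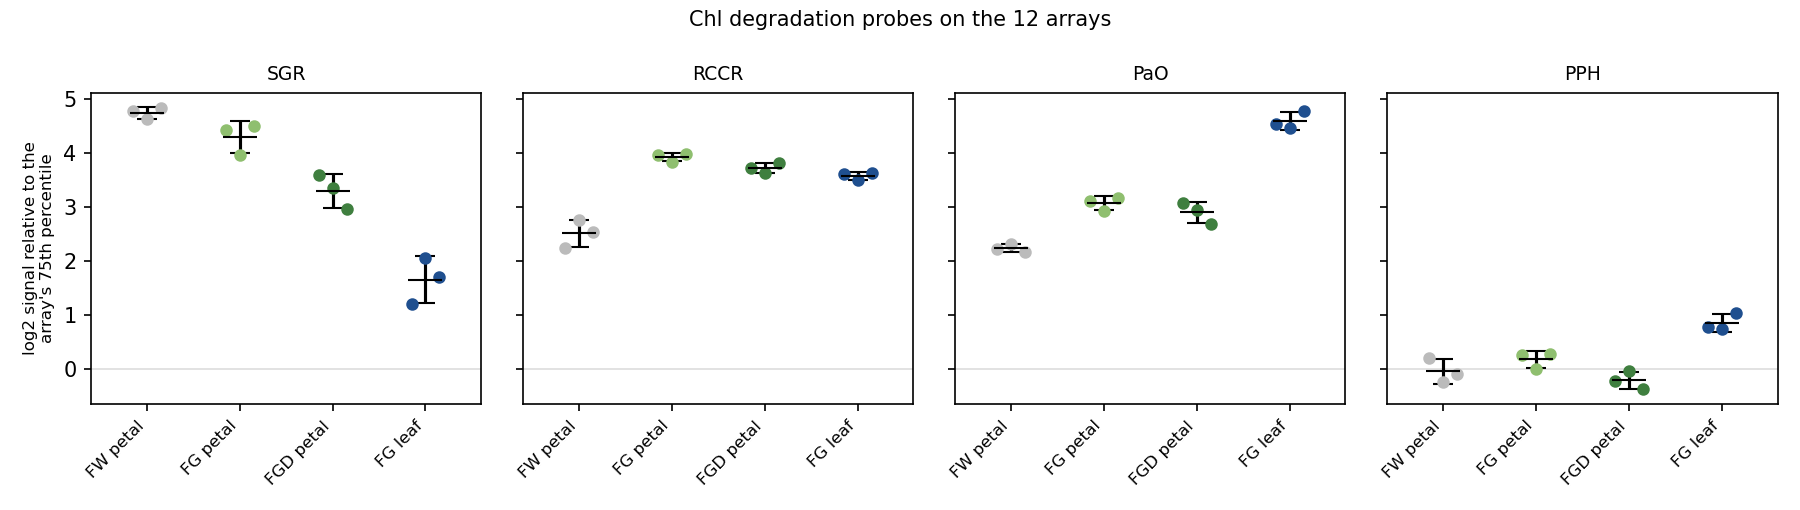
Levels of *SGR*, *RCCR*, *PaO*, and *PPH* on the 12 arrays, as log2 signal relative to the 75th percentile of each array (vertical axis) in FW, FG, and FGD petals and FG leaves (horizontal axis). Points are the 3 arrays of a group, and lines and bars are the mean ± SD. *SGR* falls from 4.75 in FW petals to 1.66 in FG leaves, whereas *PaO* is highest in FG leaves, at 4.59.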

RT-qPCR analysis showed that the expression levels of *SGR* drastically increased as petals matured in FW, FG, and FGD, whereas that in leaves was very low (Fig. 5). Because an oligo probe specific to the *SGR-like* gene, a homologue of *SGR*, was absent from our custom oligonucleotide array, *SGR-like*–specific primers were designed based on its chrysanthemum EST sequence, and RT-qPCR was performed. Unlike *SGR* expression, that of *SGR-like* was lower in petals than in leaves during the course of development.

### Comparison of gene expression between green and white petals

To confirm our findings, we compared the expression of group 1 and 2 genes and *SGR* (Fig. 4) in S3 petals of several white- and green-flowered cultivars (Additional file 4 Figure S2). Chl content in S3 petals was <1.4 nmol/g fresh weight (g FW) in white-flowered cultivars and 147–424 nmol/g FW in green-flowered cultivars (Fig. 6a). Among group 1 genes (*CRD*, *CHLH*, *HEMA1*, and *PORC*), only the expression of *CRD* was significantly higher in green petals than in white petals in all cultivars tested (Fig. 6b). Expression of the other three genes tended to be higher in green petals than in white petals in most cultivars compared. There was a considerable variability among cultivars in the expression levels of group 2 genes (*NOL* and *HCAR*) and *SGR*, with no significant correlation between transcript levels and Chl content.

**Fig. 6:**
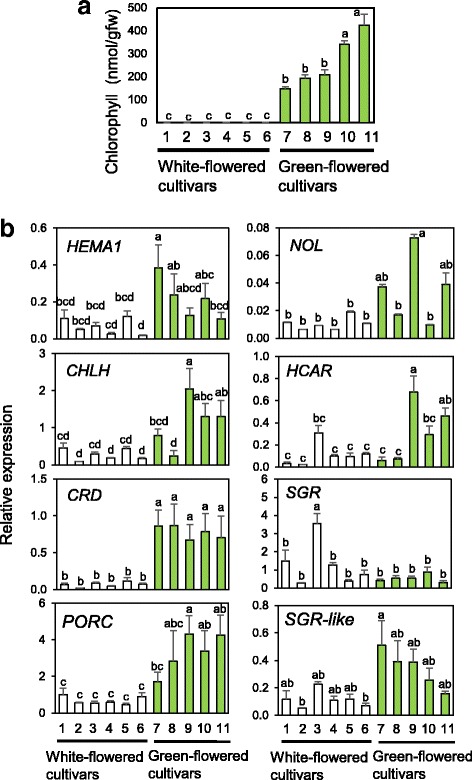
RT-qPCR analysis of Chl metabolic genes in petals of white- and green-flowered chrysanthemum cultivars. **a** Chl content; (**b**) expression of selected genes related to Chl metabolism. Mean values (± SD) of three biological replicates are shown. Different letters indicate significant differences by Tukey–Kramer multiple-comparison test (*P* < 0.05). Gene abbreviations are as in Fig. 1. White-flowered cultivars: 1, Estrella; 2, Baltica White; 3, Ping Pong Super; 4, Sei Elsa; 5, Radost; 6, Ferry. Green-flowered cultivars: 7, Sei Green Needle; 8, Greea; 9, Anastasia Green; 10, Olive; 11, Green Lizard

### Transcription factors differentially expressed in FW and FGD petals in comparison with FG petals

To identify transcription factors involved in the regulation of Chl accumulation in petals, we analyzed transcription factor genes whose expression was positively or negatively related to Chl content. 

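The paper's lists hold 38 transcription factor probes for FW against FG petals and 24 for FGD against FG petals, and 3 probes are in both. The lists were chosen on these same arrays, so their values here are not independent evidence. At a fitted fold change over 15 and an adjusted p under 0.01 among the probes that passed the low signal cutoff, 25 of the 38 and 13 of the 24 were called in the listed direction. For 22 and 10 of these, the measured fold change or the bound exceeded 15. In all, 35 entries of the lists, from 34 probes, were measured above background on some array of both groups, and each of these fold changes equalled the paper's printed value to the last decimal, with a largest difference of 0.048. In the lower group, 25 of them were well above background on all 3 arrays, 3 on 2 arrays, and 7 on 1 array. With the other arrays raised to at least the lowest signal among probes well above background, 5 of the 35 fell below 15-fold, and 21 of the 38 and 10 of the 24 still passed both limits and the low signal cutoff. The other probes were not well above background on any array of the lower group and have only a bound. With normexp background correction of the median signals, an alternative chosen after seeing the data, the calls dropped to 6 of 38 and 5 of 24. This correction adds an offset to every signal, which by construction lowers the fold changes of dim probes. Under it, 0 of the 38 probes and 1 of the 24 lost an adjusted p under 0.05. Without the low signal cutoff the calls rose to 38 and 23 by fitted fold changes. Of these, 26 and 16 had a measured fold change or a bound over 15, and 24 and 12 with partly measured groups raised as above. Under a signal floor of 100, 15 of the 38 and 14 of the 24 lost an adjusted p under 0.05.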

Tables 1 and 2 list transcription factor genes differentially expressed between FG and FW petals and between FG and FGD petals, respectively, in our microarray data (*P* < 0.01 and fold change > ±15).

**Table 1:** Transcription factors differentialy expressed between FG and FW petals (fold change >15 or > −15)

Probe ID		GenBank accession no	Fold Change	*P*-Value	Closest Arabidopsis gene Classification		Arabidopsis annotation
PD0028_011900	*	IABW01012977	84.8	8.E-07	AT3G52525.1	OFP	*Arabidopsis thaliana* OVATE FAMILY PROTEIN 6, OFP6 O
PD0028_044537	*	IABW01054620	60.4	9.E-05	AT1G66370.1	MYB	myb domain protein 113
PD0028_148815		IABW01198808	50.1	1.E-04	AT1G66370.1	MYB	myb domain protein 113
PD0028_075950		IABW01104970	48.9	1.E-05	AT1G66370.1	MYB	myb domain protein 113
PD0028_154888		IABW01206257	32.4	3.E-04	AT2G36026.1	OFP	Ovate family protein
PD0028_150392		IABW01200686	31.7	3.E-05	AT3G52525.1	OFP	ARABIDOPSIS THALIANA OVATE FAMILY PROTEIN 6, OFP6 O
PD0028_033761		IABW01039606	30.7	2.E-05	AT1G59750.1	ARF	auxin response factor 1
PD0028_044920		IABW01055129	28.0	4.E-04	AT1G66370.1	MYB	myb domain protein 113
PD0028_048158		IABW01059862	25.8	1.E-04	AT1G19510.1	MYB	RADIALIS-LIKE SANT/MYB 4, RAD-like 5
PD0028_081008		IABW01114181	25.6	2.E-04	AT1G60700.1	FHA	SMAD/FHA domain-containing protein
PD0028_103797		IABW01145611	15.3	7.E-03	AT4G17880.1	bHLH	Basic helix-loop-helix (bHLH) DNA-binding family protein
PD0028_168726		IABW01092014	−296.7	1.E-03	AT5G06839.3	bZIP	TGACG (TGA) motif-binding protein 10
PD0028_094749		IABW01134810	−38.8	0.E + 00	AT5G67190.1	AP2_ERF	DREB and EAR motif protein 2
PD0028_062703		IABW01082439	−36.4	0.E + 00	AT5G67190.1	AP2_ERF	DREB and EAR motif protein 2
PD0028_043748		IABW01053524	−36.0	0.E + 00	AT5G67190.1	AP2_ERF	DREB and EAR motif protein 2
PD0028_010170		IABW01011053	−35.0	0.E + 00	AT1G75250.1	MYB	RADIALIS-LIKE SANT/MYB 3, RAD-like 6
PD0028_048604	*	IABW01060484	−33.6	0.E + 00	AT5G67190.1	AP2_ERF	DREB and EAR motif protein 2
PD0028_069119		IABW01093153	−30.6	2.E-03	AT4G36740.1	HD	homeobox protein 40, HD40
PD0028_076607	*	IABW01106213	−29.3	3.E-03	AT4G36740.1	HD	homeobox protein 40, HD40
PD0028_046802		IABW01058023	−28.9	2.E-03	AT4G36740.1	HD	homeobox protein 40, HD40
PD0028_093450		IABW01133272	−25.8	1.E-03	AT4G36740.1	HD	homeobox protein 40, HD40
PD0028_036988		IABW01044039	−24.4	1.E-03	AT4G36740.1	HD	homeobox protein 40, HD40
PD0028_003905	*	IABW01004158	−22.6	0.E + 00	AT1G25440.1	CO	B-box type zinc finger protein with CCT domain, COL16
PD0028_009958		IABW01010820	−20.7	1.E-03	AT1G75410.1	HD	BEL1-like homeodomain 3
PD0028_150651		IABW01201015	−18.4	2.E-03	AT5G52020.1	AP2_ERF	Integrase-type DNA-binding superfamily protein
PD0028_029276		IABW01034060	−18.4	0.E + 00	AT1G68520.1	CO	B-box type zinc finger protein with CCT domain, COL6
PD0028_001574		IABW01001664	−18.3	1.E-03	AT5G14280.1	GeBP	DNA-binding storekeeper protein-related
PD0028_100279		IABW01141429	−18.2	1.E-03	AT3G11580.1	B3	AP2/B3-like transcriptional factor family protein
PD0028_107134		IABW01149631	−17.7	0.E + 00	AT5G65050.3	MADS	MADS AFFECTING FLOWERING 2, AGAMOUS-like 31
PD0028_074156		IABW01101743	−17.6	1.E-03	AT2G43060.1	bHLH	ILI1 binding bHLH 1
PD0028_082618		IABW01117162	−16.6	4.E-03	AT5G52020.1	AP2_ERF	Integrase-type DNA-binding superfamily protein
PD0028_145445		IABW01194763	−16.1	0.E + 00	AT5G56860.1	GATA	GATA, nitrate-inducible, carbon metabolism-involved
PD0028_082089		IABW01116183	−15.9	3.E-03	AT5G52020.1	AP2_ERF	Integrase-type DNA-binding superfamily protein
PD0028_098862		IABW01139756	−15.8	3.E-03	AT5G52020.1	AP2_ERF	Integrase-type DNA-binding superfamily protein
PD0028_069340		IABW01093503	−15.8	2.E-03	AT5G52020.1	AP2_ERF	Integrase-type DNA-binding superfamily protein
PD0028_117926		IABW01162197	−15.8	5.E-03	AT1G25440.1	CO	B-box type zinc finger protein with CCT domain, COL16
PD0028_148039		IABW01197925	−15.8	1.E-03	AT3G23250.1	MYB	myb domain protein 15
PD0028_129536		IABW01175867	−15.4	1.E-03	AT1G32150.1	bZIP	basic region/leucine zipper transcription factor 68

* Genes whose expression levels in the white and green petals were analyzed by RT-qPCR (Figs.6, 7, and S3)

**Table 2:** Transcription factors differentialy expressed between FG and FGD petals (fold change >15 or > −15)

Probe ID		GenBank accession no.	Fold Change	*P*-Value	Closest Arabidopsis gene	Classification	Arabidopsis annotation
PD0028_006794		IABW01007316	100.5	6.E-04	AT1G75250.1	MYB	RADIALIS-LIKE SANT/MYB 3, RAD-like 6
PD0028_092972	*	IABW01132689	91.4	9.E-04	AT1G75250.1	MYB	RADIALIS-LIKE SANT/MYB 3, RAD-like 6
PD0028_048158		IABW01059862	42.8	2.E-04	AT1G19510.1	MYB	RADIALIS-LIKE SANT/MYB 4, RAD-like 5
PD0028_034984	*	IABW01041136	29.7	2.E-03	AT3G17730.1	NAC	NAC domain containing protein 57
PD0028_033512	*	IABW01039301	25.2	6.E-03	AT2G27300.1	NAC	Arabidopsis NAC domain containing protein 40, NTM1-like 8, NTL8
PD0028_007777		IABW01008418	23.5	3.E-02	AT4G32280.1	AUX_IAA	indole-3-acetic acid inducible 29
PD0028_190240		IABW01206912	21.6	1.E-05	AT5G05120.1	C2H2ZnF	C2H2 and C2HC zinc fingers superfamily protein
PD0028_071210	*	IABW01096525	20.4	4.E-03	AT5G25390.2	AP2_ERF	shine3, SHN3, Integrase-type DNA-binding superfamily protein
PD0028_064158		IABW01084746	19.8	6.E-04	AT1G19510.1	MYB	RADIALIS-LIKE SANT/MYB 4, RAD-like 5
PD0028_102746	*	IABW01144347	19.3	5.E-04	AT1G19510.1	MYB	RADIALIS-LIKE SANT/MYB 4, RAD-like 5
PD0028_113111		IABW01156549	18.4	3.E-03	AT5G42630.1	GARP	KANADI 4, ABERRANT TESTA SHAPE
PD0028_037235		IABW01044426	18.0	4.E-03	AT5G25390.2	AP2_ERF	shine3, SHN3, Integrase-type DNA-binding superfamily protein
PD0028_081008		IABW01114181	17.9	4.E-04	AT1G60700.1	FHA	SMAD/FHA domain-containing protein
PD0028_142351		IABW01190973	15.0	3.E-04	AT3G62240.1	C2H2ZnF	RING/U-box superfamily protein
PD0028_132595		IABW01179425	−179.5	2.E-05	AT3G28917.1	ZF_HD	mini zinc finger 2, MIF2
PD0028_125957		IABW01171648	−142.3	2.E-05	AT3G28917.1	ZF_HD	mini zinc finger 2, MIF2
PD0028_105609		IABW01147785	−138.9	4.E-05	AT3G28917.1	ZF_HD	mini zinc finger 2, MIF2
PD0028_043321		IABW01052932	−122.2	4.E-05	AT3G28917.1	ZF_HD	mini zinc finger 2, MIF2
PD0028_064889		IABW01085974	−96.2	2.E-05	AT3G28917.1	ZF_HD	mini zinc finger 2, MIF2
PD0028_041425	*	IABW01050224	−68.9	6.E-05	AT3G28917.1	ZF_HD	mini zinc finger 2, MIF2
PD0028_076231		IABW01105570	−20.0	7.E-03	AT2G37060.1	CCAAT	nuclear factor Y, subunit B8, nuclear factor Y, subunit B8
PD0028_086808		IABW01124961	−18.9	3.E-03	AT5G51990.1	AP2_ERF	DEHYDRATION-RESPONSIVE ELEMENT-BINDING PROTEIN 1D
PD0028_042367		IABW01051507	−17.9	2.E-03	AT4G34410.1	AP2_ERF	redox responsive transcription factor 1
PD0028_148039		IABW01197925	−15.6	3.E-04	AT3G23250.1	MYB	myb domain protein 15

* Genes whose expression levels in the white and green petals were analyzed by RT-qPCR (Figs.6, 7, and S3)

We identified 11 transcription factor genes expressed significantly higher in FW petals than in FG petals (Table 1, upper part). Five of them encoded MYB domain proteins and showed high fold change values (25.8–60.4). Four of these *MYB* sequences were most closely related to *MYB113* in the Arabidopsis R2R3-Myb family and were designated *MYB113-like*. 

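Of the 11 probes listed as higher in FW petals, 3 had a measured fold change and 8 a bound, since none of the FG arrays was well above background for them. The bounds ran from at least 5.42-fold to at least 21.7-fold, and 2 of them exceeded 15-fold. All 11 passed an adjusted p under 0.01, the highest being 0.000813. Only 3 of the 11 passed the low signal cutoff.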

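The MYB probe PD0028_044537 was at least 17.0-fold higher in FW than in FG petals (adjusted p = 2.15e-05), and PD0028_148815 was 50.1-fold higher (adjusted p = 1.05e-06). PD0028_075950 was at least 11.7-fold higher (adjusted p = 9.53e-05) and PD0028_044920 28.0-fold higher (adjusted p = 8.16e-07). PD0028_048158, listed as RADIALIS-LIKE SANT/MYB 4, was at least 6.29-fold higher (adjusted p = 4.64e-06). Under a signal floor of 100, the 3 probes that have only a bound lost their calls.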

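Of the *MYB113-like* probes, PD0028_044920 was at a log2 level of 1.5 ± 0.42 in FW petals, −3.31 ± 0.61 in FG petals, −2.26 ± 0.11 in FGD petals, and −3.07 ± 0.18 in FG leaves (SD, n = 3 arrays). PD0028_148815 was at 0.89 ± 0.36 in FW petals and at −4.75 ± 0.52 in FG petals. PD0028_044537 and PD0028_075950 were at −1.30 ± 0.48 and −1.83 ± 0.37 in FW petals and were not well above background on any FG petal array.

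**Figure D3:**
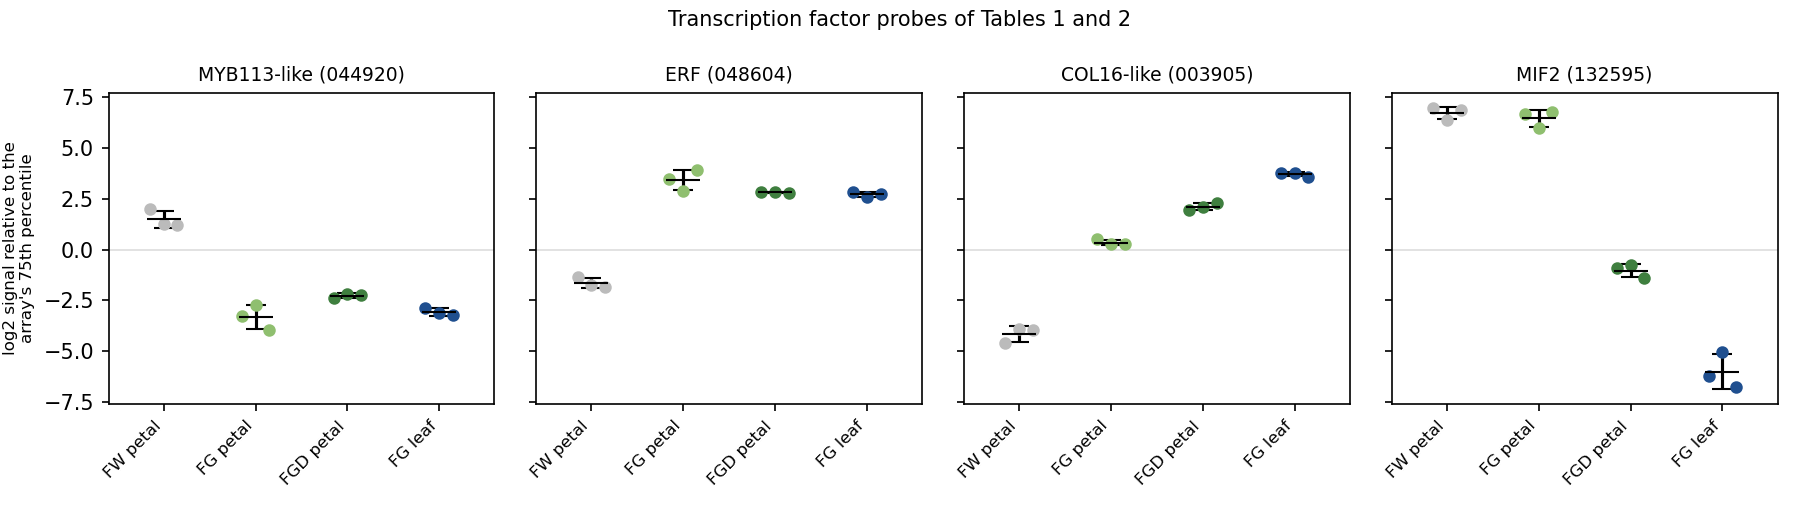
Levels of 4 transcription factor probes of Tables 1 and 2 on the 12 arrays, as log2 signal relative to the 75th percentile of each array (vertical axis) in FW, FG, and FGD petals and FG leaves (horizontal axis). The probes are *MYB113-like* (PD0028_044920), *ERF* (PD0028_048604), *COL16-like* (PD0028_003905), and MIF2 (PD0028_132595). Points are the 3 arrays of a group, and lines and bars are the mean ± SD. The *MYB113-like* probe is highest in FW petals, at 1.5, and *COL16-like* is lowest there, at −4.15. MIF2 was not well above background on any leaf array.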

Arabidopsis MYB113 is involved in flavonoid biosynthesis [18, 19]. However, the expression of one of the *MYB113-like* genes was not associated with that of the flavonoid biosynthesis genes dihydroflavonol 4-reductase, chalcone synthase, anthocyanidin synthase, and chalcone isomerase (Additional file 5 Figure S3). A gene encoding an ovate family protein showed the highest fold change value of 84.8. 

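This probe, PD0028_011900, was at a log2 level of −0.94 ± 0.21 in FW petals (SD, n = 3 arrays) and was not well above background on any array of FG petals, FGD petals, or FG leaves. Its fold change of FW over FG petals is therefore at least 21.7 (adjusted p = 1.31e-07). Of the other ovate family probes, PD0028_150392, well above background on 2 of the 3 FG arrays, was 31.7-fold higher in FW petals (adjusted p = 4.19e-07) and PD0028_154888 at least 11.2-fold higher (adjusted p = 8.65e-05), the latter a call lost under a signal floor of 100.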

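Among the 27 probes listed as lower in FW than in FG petals, 19 had a measured fold change and 8 a bound. Of the 19, 16 were well above background on all 3 FW arrays, 1 on 2, and 2 on 1. The bounds ran from at least 3.35-fold to at least 65.9-fold, the latter for the bZIP probe PD0028_168726. The highest adjusted p was 0.000347. The 4 *ERF* probes were 33.6- to 38.8-fold lower in FW petals, with adjusted p values of at most 9.62e-08. Of the 5 homeobox protein 40 probes, 4 were 24.4- to 30.6-fold lower and PD0028_093450 at least 22.7-fold lower. Their FG petal arrays spread widely, with SDs of 0.95 to 1.26 on the log2 scale. The 5 integrase-type probes were 15.8- to 18.4-fold lower, with adjusted p values of at most 0.000161.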

Expression of 27 transcription factor genes was down-regulated in FW petals, including 4 DREB and EAR motif protein (ERF) genes, 5 homeobox protein 40 (HD40) genes, 5 integrase-type DNA-binding superfamily protein genes, and 3 B-box type zinc finger protein with CCT domain (CONSTANS-like, COL) genes (Table 1, lower part). 

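The probes of the 3 *COL* genes were PD0028_003905, PD0028_117926, and PD0028_029276. PD0028_003905 was at a log2 level of −4.15 ± 0.40 in FW petals, 0.35 ± 0.14 in FG petals, 2.11 ± 0.17 in FGD petals, and 3.72 ± 0.11 in FG leaves (SD, n = 3 arrays), and was 22.6-fold lower in FW than in FG petals (adjusted p = 6.44e-08). PD0028_029276 was at −3.89 ± 0.31, 0.31 ± 0.14, 2.15 ± 0.15, and 3.76 ± 0.11 in the same order, 18.4-fold lower in FW petals (adjusted p = 3.61e-08). PD0028_117926 was well above background on 1 of the 3 FW arrays and was 15.8-fold lower there (adjusted p = 7.38e-05), a call lost under a signal floor of 100. With the other FW arrays raised to at least the lowest signal among probes well above background, it was 10.1-fold lower.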

The *COL* gene sequences were most closely related to *COL6* or *COL16* in Arabidopsis and were designated *COL16-like*.

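The paper lists 14 transcription factor probes as higher in FGD than in FG petals. Of these, 6 had a measured fold change and 8 a bound. The bounds ran from at least 2.00-fold to at least 44.0-fold, and 1 exceeded 15-fold. The measured values ran from 15.0- to 91.4-fold, but 4 of the 6 probes were well above background on only 1 of the 3 FG arrays. With the other arrays raised to at least the lowest signal among probes well above background, the 6 values ran from 8.08- to 91.4-fold, and 2 were under 15-fold, PD0028_037235 at 8.08 and PD0028_142351 at 12.2. For 13 of the 14 the adjusted p was under 0.01. The exception, PD0028_007777, had 1 of its 3 FGD spots marked as an outlier and left out, and was at least 2.00-fold higher (adjusted p = 0.0334). The P that the paper prints for this probe is also above the limit of 0.01 stated for its list. The fitted fold change of the probe was 8.71 here, lower than the paper's printed value. Its adjusted p over the alternatives ranged from 0.00232 to 0.77, and leaving out any of 6 arrays took it past 0.05.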

We identified 14 transcription factor genes expressed significantly higher in FGD petals than in FG petals (Table 2, upper part). Among them, two genes encoding MYB3 proteins showed the highest fold change values (100.5 and 91.4). 

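The probe PD0028_006794 was at a log2 level of 0.08 ± 0.57 in FGD petals (SD, n = 3 arrays) and was not well above background on any FG petal array, so that it was at least 44.0-fold higher in FGD (adjusted p = 1.43e-05). PD0028_092972 was at 2.29 ± 0.62 in FGD petals and −4.22 ± 1.13 in FG petals, 91.4-fold higher (adjusted p = 4.05e-05). Both passed an adjusted p of 0.05 with the slide as a block.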

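The probes PD0028_048158, PD0028_064158, and PD0028_102746, listed as RADIALIS-LIKE SANT/MYB 4, were not well above background on any FG petal array. In FGD petals they were at least 10.4-fold (adjusted p = 9.1e-06), 4.59-fold (adjusted p = 8.02e-05), and 4.69-fold higher (adjusted p = 2.98e-05), respectively. Their log2 levels in FGD petals were −2.0 ± 0.64, −3.18 ± 0.66, and −3.15 ± 0.63, and those in FG leaves were 3.26 ± 0.55, 1.84 ± 0.53, and 1.57 ± 0.52 (SD, n = 3 arrays). In FW petals the levels were −2.73 ± 0.45, −4.12 ± 0.66, and −4.42 ± 0.34. All 3 probes were thus also higher in FW than in FG petals, with adjusted p values of at most 0.000101. Between FGD and FW petals, PD0028_048158 (adjusted p = 0.107) and PD0028_064158 (adjusted p = 0.0731) did not pass 0.05. PD0028_102746 was higher in FGD than in FW petals (adjusted p = 0.00933). A signal floor of 100 left none of the 3 calls between FGD and FG petals.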

Three genes encoding MYB4 also showed high fold change values (19.3–42.8). 

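The paper also lists 10 transcription factor probes as lower in FGD than in FG petals. Of these, 7 had a measured fold change, from 15.6- to 179.5-fold, 5 of them on all 3 FGD arrays, 1 on 2, and 1 on 1, PD0028_148039, which was 12.3-fold lower with the other FGD arrays raised to at least the lowest signal among probes well above background. The other 3 had a bound, from at least 3.77-fold to at least 84.3-fold. The highest adjusted p was 0.00858, for PD0028_086808. Of the 24 probes that the paper lists for FGD against FG petals, 10 no longer passed an adjusted p of 0.05 with the slide as a block, with values of 0.0594 to 0.54.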

Ten transcription factor genes were expressed at significantly lower levels in FGD petals than in FG petals (Table 2, lower part). Six of them encoded mini zinc finger 2 proteins and showed extremely low relative expression in FGD petals (fold change values from −68.9 to −179.5).

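Of these probes for mini zinc finger 2 (MIF2), PD0028_132595 was at a log2 level of 6.46 ± 0.43 in FG petals, 6.73 ± 0.30 in FW petals, and −1.03 ± 0.34 in FGD petals (SD, n = 3 arrays), a 179.5-fold difference between FG and FGD (adjusted p = 1.96e-06). PD0028_125957 was 142-fold lower in FGD petals (adjusted p = 1.04e-07), PD0028_105609 139-fold lower (adjusted p = 1.49e-07), and PD0028_064889 96.2-fold lower (adjusted p = 1.49e-07). PD0028_043321 and PD0028_041425 were not well above background on any FGD array and were at least 84.3-fold (adjusted p = 1.94e-05) and at least 15.0-fold lower (adjusted p = 6.83e-06), the last a call lost under a signal floor of 100. The 6 probes were not well above background on any leaf array, and each passed an adjusted p of 0.05 with the slide as a block.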

To validate petal color–specific expression, we performed RT-qPCR analysis of 11 transcription factor genes in S3 petals of white- and green-flowered chrysanthemum cultivars. These genes were selected as representatives of different groups of transcription factors identified by the microarray analysis (Tables 1 and 2). Among them, the expression of *MYB113-like* was restricted to white petals (Fig. 7a), although there was a variability in the expression levels among cultivars. In contrast, the expression of *ERF* and *COL16-like* tended to be higher or was significantly higher in green petals than in white petals (Fig. 7a). There was no correlation between the transcript levels of the other 8 genes and Chl content (Additional file 6 Figure S4).

**Fig. 7:**
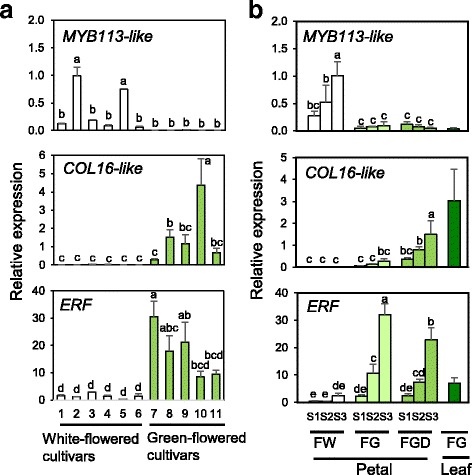
RT-qPCR analysis of transcription factor genes differentially expressed in petals of white- and green-flowered chrysanthemum cultivars. Mean values (± SD) of three biological replicates are shown. Different letters indicate significant differences by Tukey–Kramer multiple-comparison test (*P* < 0.05). Designations of petal developmental stages and cultivars are as in Figs. 2 and 6

We also analyzed the expression of *MYB113-like*, *COL16-like*, and *ERF* during development of FW, FG, and FGD petals, and in FG leaves. The expression of a *MYB113-like* gene in FW increased as petals matured, whereas it remained low in FG and FGD petals, and was also low in leaves (Fig. 7b). The expression of a *COL16-like* gene was extremely low in FW petals and high in FG leaves. FGD petals showed higher *COL16-like* gene expression than did FW and FG petals, and the expression increased as FG and FGD petals matured. The expression of an *ERF* gene was highest in FG and FGD petals and increased as petals matured.

We also examined the expression profiles of transcription factors previously identified as negative or positive regulators of Chl biosynthesis. GLK, HY5, and GNC enhance Chl biosynthesis [7–9]. ESTs encoding these transcription factors showed different expression patterns: *GNC* and *HY5* expression in petals was positively and negatively correlated with Chl content, respectively. 

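The *GNC* probe, PD0028_145445, was at a log2 level of −1.61 ± 0.25 in FG petals, −1.53 ± 0.49 in FGD petals, and 3.68 ± 0.31 in FG leaves (SD, n = 3 arrays). It was not well above background on any FW petal array, and was at least 11.1-fold lower in FW than in FG petals (adjusted p = 1.37e-06). Under a signal floor of 100, below which these dim signals have no order, the log2 difference was −0.05 (adjusted p = 0.851), against adjusted p values from 1.12e-06 over the other alternatives. *HY5* was not analysed here.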

There was no marked difference in the expression level of *GLK* in petals of FW, FG and FGD. PIF1 and PIF3, have been shown to negatively regulate Chl biosynthesis [10]. However, in our microarray analysis, *PIF1* and *PIF3* expression levels were positively associated with Chl content in FW, FG, and FGD petals (Additional file 7 Figure S5). The results suggest that these transcription factors are not involved in the regulation of Chl accumulation in petals and that different transcription factors control Chl accumulation in leaves and petals.

### Comparison of plastid ultrastructure in FW, FG, and FGD petals

We compared plastid ultrastructure among FW, FG, and FGD petals at different developmental stages and FG leaves by using TEM. At S1, epidermal cells of all petals contained electron-dense small plastids (Fig. 8a). Mesophyll cells of all petals also contained small plastids with lower electron density (Fig. 8b). At S2, the development of membrane structures was evident in the plastids of mesophyll cells of FG and FGD petals, whereas those of FW cells contained plastids with destroyed thylakoid membranes (Fig. 8b). At S3, we observed plastid debris in both epidermal and mesophyll cells of FW petals (Fig. 8a and b; Additional file 8 Figure S6). In contrast, S3 FG and FGD petals still contained plastids with a well-developed thylakoid system. In leaves, plastids were larger than those in FG and FGD petals at S3 and contained large starch granules (Fig. 8c). Plastids were found only in mesophyll but not in epidermal cells (Additional file 8 Figure S6).

**Fig. 8:**
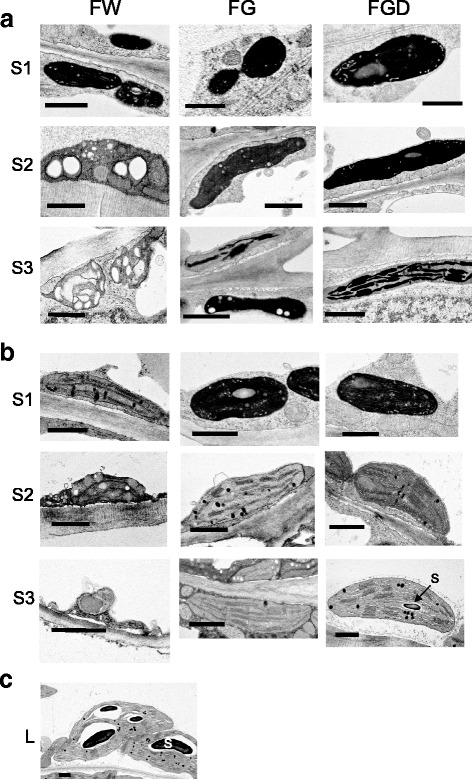
Transmission electron microscopy of plastid ultrastructure. Plastids from (**a**) epidermal cells and (**b**) mesophyll cells of FW, FG, and FGD petals at different stages. (**c**) Plastids from a mature FG leaf. Bar = 1 μm. S, starch granule

## Discussion

To clarify the key factors that determine different levels of Chl accumulation in leaves and petals of chrysanthemums, we performed microarray analysis and searched for the differences in the expression levels of genes. GO classification showed that, among the downregulated genes in FW petals, genes associated with “plastids”, “chloroplasts”, and “electron transport or energy pathways” were highly represented. These results indicate that many of the genes related to photosynthesis whose products function in the chloroplast were transcriptionally inactive in FW petals. TEM observation of petals supports the hypothesis: at the late stage of development, green petals contain chloroplasts with well-developed thylakoid membranes, whereas white petals have lost chloroplasts. TEM observation also showed that, in green petals, both mesophyll and epidermal cells contain plastids, whereas only mesophyll cells contain plastids in leaves. The result indicates that leaves and petals have different patterns of Chl accumulation: Chls are present only in mesophyll cells in leaves, whereas they are present in both epidermal and mesophyll cells in green petals. Therefore, it is reasonable to assume that the regulatory mechanisms for Chl accumulation differ in leaves and petals.

Microarray analysis showed that the expression of many Chl biosynthesis genes was lower in white petals than in green petals. In particular, the expression of genes encoding CHLH, CRD, HEMA1, and PORC was well associated with Chl content in petals and leaves of the FW, FG, and FGD cultivars. It is worth noting that the expression of the genes encoding these enzymes is induced by light and they are considered as key enzymes for Chl biosynthesis during photomorphogenesis [20–22]. We propose that Chl biosynthesis activity is lower in white petals than in leaves and green petals because of the remarkably low levels of expression of these genes.

There was no association between the expression levels of most Chl catabolic genes and Chl content in the petals of FW, FG, and FGD. However, *SGR* expression in mature petals of these cultivars was markedly higher than that in leaves. SGR is responsible for stay-green phenotypes of leaves in rice and Arabidopsis [23, 24] and also non-photosynthetic tissues such as fruits of tomato, pepper, and kiwi, in which Chl degradation normally occurs at the onset of fruit ripening [25, 26]. Several lines of evidence indicate that SGR plays a key role in the initiation of Chl degradation by destabilizing protein–pigment complexes in the thylakoid membranes [27, 28]. Very recently, Shimoda et al. [29] revealed that SGR is a Mg-dechelatase, which catalyzes the conversion of Chl *a* to pheophytin *a*, which is the first step of Chl degradation. We then assume that SGR maintains high Chl catabolic activity and contributes to the absence or low level of Chls in chrysanthemum petals. Our results on the expression patterns of Chl metabolic genes in chrysanthemums are similar to our previous results on carnation and Arabidopsis [6].

Based on our results, we hypothesize that a low rate of Chl biosynthesis and a high rate of Chl degradation lead to the absence of Chls in white chrysanthemum petals. We assumed that factors that suppress Chl biosynthesis may exist in non-green petals. Higher rate of Chl biosynthesis in green petals may result from a loss or reduced activity of the suppressors. We then searched for transcription factors whose expression is related to Chl content and identified *COL16-like*, *ERF*, and *MYB113-like*, which were coordinately expressed with Chl content in petals.

The white petal–specific *MYB113-like* genes belong to the R2R3-MYB family, which controls plant-specific physiological processes including primary and secondary metabolism, cell fate and identity, development, and responses to biotic and abiotic stresses [30]. Arabidopsis MYB113 belongs to subclass 6, which is involved in flavonoid biosynthesis [18, 19], but the expression level of the chrysanthemum *MYB113-like* gene in petals was not associated with those of flavonoid biosynthesis genes (Additional file 5 Figure S3). We showed that a *COL16-like* gene was highly expressed in green petals and leaves of chrysanthemum. In Arabidopsis and *Medicago truncatula*, the COL protein family is divided into Groups I to III on the basis of conserved domains [31]. Group I might regulate flowering time [32–34]. The EST sequence of chrysanthemum *COL16-like* was most similar to Arabidopsis *AtCOL16* (AT1G25440) of Group II, for which limited information about their physiological function is available [35]. Another green petal–specific transcription factor, ERF, belongs to the APETALA2 (AP2) family. ERFs control growth and development as well as responses to environmental stimuli [36, 37]. Several ERFs regulate primary and secondary metabolism. For example, *Catharanthus roseus* ERFs (ORCA2 and ORCA3) enhance the jasmonate-responsive expression of strictosidine synthase, which is required for terpenoid indole alkaloid synthesis [38]. To our knowledge, the involvement of COL16 and ERF in Chl metabolism has never been reported.

## Conclusion

From our transcriptome analysis, we suggest that the low expression levels of chlorophyll biosynthesis genes and the high expression levels of a chlorophyll catabolic gene lead to the absence of chlorophylls in white chrysanthemum petals. We hypothesize that factor(s) that suppress(es) chlorophyll biosynthesis gene expression may exist in white petals. Higher rate of chlorophyll biosynthesis in green petals may result from the loss of such suppressors. We identified candidate transcriptional regulators that may be involved in chlorophyll metabolism and/or accumulation in petals. To provide further insight into the regulatory mechanism of tissue-specific chlorophyll accumulation, the function of the candidate transcription factors should be evaluated.

## Additional files

Additional file 1: Table S1. Primers used for RT-qPCR analysis. (PPTX 67 kb)

Additional file 2: Figure S1. Chlorophyll content in FW, FG, and FGD leaves. Mean values (± SD) of three biological replicates are shown. (PPTX 45 kb)

Additional file 3: Table S2. List of chlorophyll metabolic genes. (PPTX 69 kb)

Additional file 4: Figure S2. Photographs of flowers of white- and green-flowered chrysanthemum cultivars used for RT-qPCR analysis presented in Figs. 6 and 7, and Additional file 5 **Figure S4.** (PPTX 1046 kb)

Additional file 5: Figure S3. Expression of *MYB113-like* and anthocyanin biosynthesis genes in FW, FG, and FGD. Microarray data were obtained as described in Fig. 4. *ANS*, anthocyanidin synthase; *CHI*, chalcone isomerase; *CHS*, chalcone synthase; *DFR*, dihydroflavonol 4-reductase. GenBank accession number of each gene is indicated in parentheses. (PPTX 50 kb)

Additional file 6: Figure S4. RT-qPCR analysis of selected transcription factor genes in petals of white- and green-flowered chrysanthemum cultivars. Cultivar numbers are as in Additional file 4 **Figure S2.** A total of 11 genes were selected by microarray analysis (Tables 1 and 2). Three of them were differentially expressed between white and green petals (Fig. 7). The expression levels of the remaining 8 genes (presented in this **Figure S4.**), were not significantly different between white and green petals. Different letters indicate significant differences in Tukey–Kramer multiple-comparison test (*P* < 0.05). (PPTX 108 kb)

Additional file 7: Figure S5. Expression of Chl-related transcription factor genes in FW, FG, and FGD. Microarray data were obtained as described in Fig. 4. The GenBank accession number of each gene is indicated in parentheses. (PPTX 49 kb)

Additional file 8: Figure S6. Transmission electron microscopy at low magnification. Transverse sections of petals at stages 1 to 3 (S1 to S3), and leaves (L). The uppermost cell layer in each photograph is the epidermal cell layer. Bar = 20 μm. (PPTX 10712 kb)

## Abbreviations

CGA1: Cytokinin responsive gata factor1
Chl: Chlorophyll
CHLG: Chl synthase
CHLH: Mg-protoporphyrin IX chelatase (Mg-chelatase) H subunit
CHLI: Mg-chelatase I subunit
CHLM: Mg-protoporphyrin IX methyltransferase
COL: CONSTANS-like
CRD: Mg-protoporphyrin IX monomethylester cyclase
DVR: Divinyl chlorophyllide *a* 8-vinyl-reductase
ERF: DREB and EAR motif protein
EST: Expressed sequence tag
GLK: GOLDEN2-LIKE
GNC: Gata, nitrate-inducible, carbon-metabolism involved
GNL: GNC-LIKE
GO: Gene ontology
HCAR: Hydroxymethyl Chl *a* reductase
HEMA: Glutamyl-tRNA reductase
HEMB: 5-aminolevulinate dehydratase
HEMD: Uroporphyrinogen III synthase
HEMG: Protoporphyrinogen III oxidase
HY5: Long hypocotyl5
NOL: Non-yellow coloring one-like
PaO: Pheophorbide *a* oxygenase
PIF: Phytochrome-interacting factor
PORC: Protochlorophyllide oxidoreductase C
PPH: Pheophytinase
RCCR: Red Chl catabolite reductase
RT-qPCR: Quantitative real-time PCR
SGR: Stay-green
TEM: Transmission electron microscopy

# Supplementary material for: Transcriptome analysis in petals and leaves of chrysanthemums with different chlorophyll levels
**Source:** BMC Plant Biol. 2017 Nov 15;17:202. doi: 10.1186/s12870-017-1156-6
**Supplement:** Supplementary file 1 — Primers used for RT-qPCR analysis.

## Slide 1
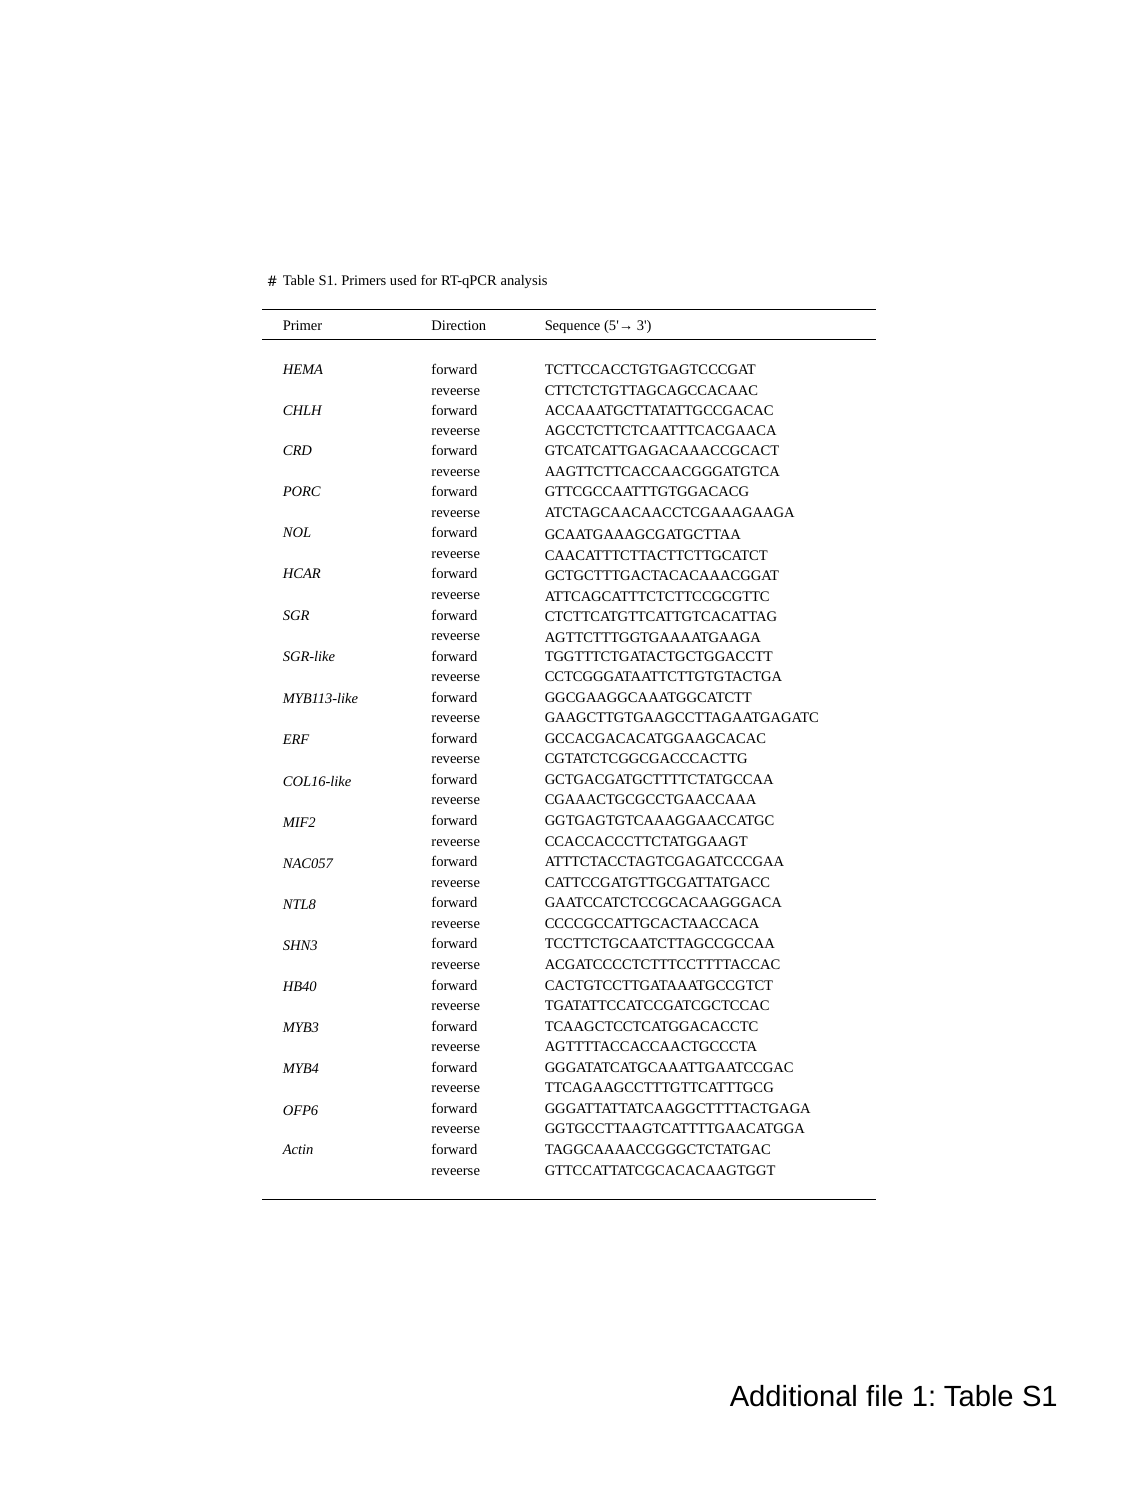

| # | Table S1. Primers used for RT-qPCR analysis | | |
| --- | --- | --- | --- |
| | | | |
| | Primer | Direction | Sequence (5'→ 3') |
| | | | |
| | HEMA | forward | TCTTCCACCTGTGAGTCCCGAT |
| | | reveerse | CTTCTCTGTTAGCAGCCACAAC |
| | CHLH | forward | ACCAAATGCTTATATTGCCGACAC |
| | | reveerse | AGCCTCTTCTCAATTTCACGAACA |
| | CRD | forward | GTCATCATTGAGACAAACCGCACT |
| | | reveerse | AAGTTCTTCACCAACGGGATGTCA |
| | PORC | forward | GTTCGCCAATTTGTGGACACG |
| | | reveerse | ATCTAGCAACAACCTCGAAAGAAGA |
| | NOL | forward | GCAATGAAAGCGATGCTTAA |
| | | reveerse | CAACATTTCTTACTTCTTGCATCT |
| | HCAR | forward | GCTGCTTTGACTACACAAACGGAT |
| | | reveerse | ATTCAGCATTTCTCTTCCGCGTTC |
| | SGR | forward | CTCTTCATGTTCATTGTCACATTAG |
| | | reveerse | AGTTCTTTGGTGAAAATGAAGA |
| | SGR-like | forward | TGGTTTCTGATACTGCTGGACCTT |
| | | reveerse | CCTCGGGATAATTCTTGTGTACTGA |
| | MYB113-like | forward | GGCGAAGGCAAATGGCATCTT |
| | | reveerse | GAAGCTTGTGAAGCCTTAGAATGAGATC |
| | ERF | forward | GCCACGACACATGGAAGCACAC |
| | | reveerse | CGTATCTCGGCGACCCACTTG |
| | COL16-like | forward | GCTGACGATGCTTTTCTATGCCAA |
| | | reveerse | CGAAACTGCGCCTGAACCAAA |
| | MIF2 | forward | GGTGAGTGTCAAAGGAACCATGC |
| | | reveerse | CCACCACCCTTCTATGGAAGT |
| | NAC057 | forward | ATTTCTACCTAGTCGAGATCCCGAA |
| | | reveerse | CATTCCGATGTTGCGATTATGACC |
| | NTL8 | forward | GAATCCATCTCCGCACAAGGGACA |
| | | reveerse | CCCCGCCATTGCACTAACCACA |
| | SHN3 | forward | TCCTTCTGCAATCTTAGCCGCCAA |
| | | reveerse | ACGATCCCCTCTTTCCTTTTACCAC |
| | HB40 | forward | CACTGTCCTTGATAAATGCCGTCT |
| | | reveerse | TGATATTCCATCCGATCGCTCCAC |
| | MYB3 | forward | TCAAGCTCCTCATGGACACCTC |
| | | reveerse | AGTTTTACCACCAACTGCCCTA |
| | MYB4 | forward | GGGATATCATGCAAATTGAATCCGAC |
| | | reveerse | TTCAGAAGCCTTTGTTCATTTGCG |
| | OFP6 | forward | GGGATTATTATCAAGGCTTTTACTGAGA |
| | | reveerse | GGTGCCTTAAGTCATTTTGAACATGGA |
| | Actin | forward | TAGGCAAAACCGGGCTCTATGAC |
| | | reveerse | GTTCCATTATCGCACACAAGTGGT |
| | | | |
| | | | |
Additional file 1: Table S1

# Supplementary material for: Transcriptome analysis in petals and leaves of chrysanthemums with different chlorophyll levels
**Source:** BMC Plant Biol. 2017 Nov 15;17:202. doi: 10.1186/s12870-017-1156-6
**Supplement:** Supplementary file 3 — List of chlorophyll metabolic genes.

## Slide 1
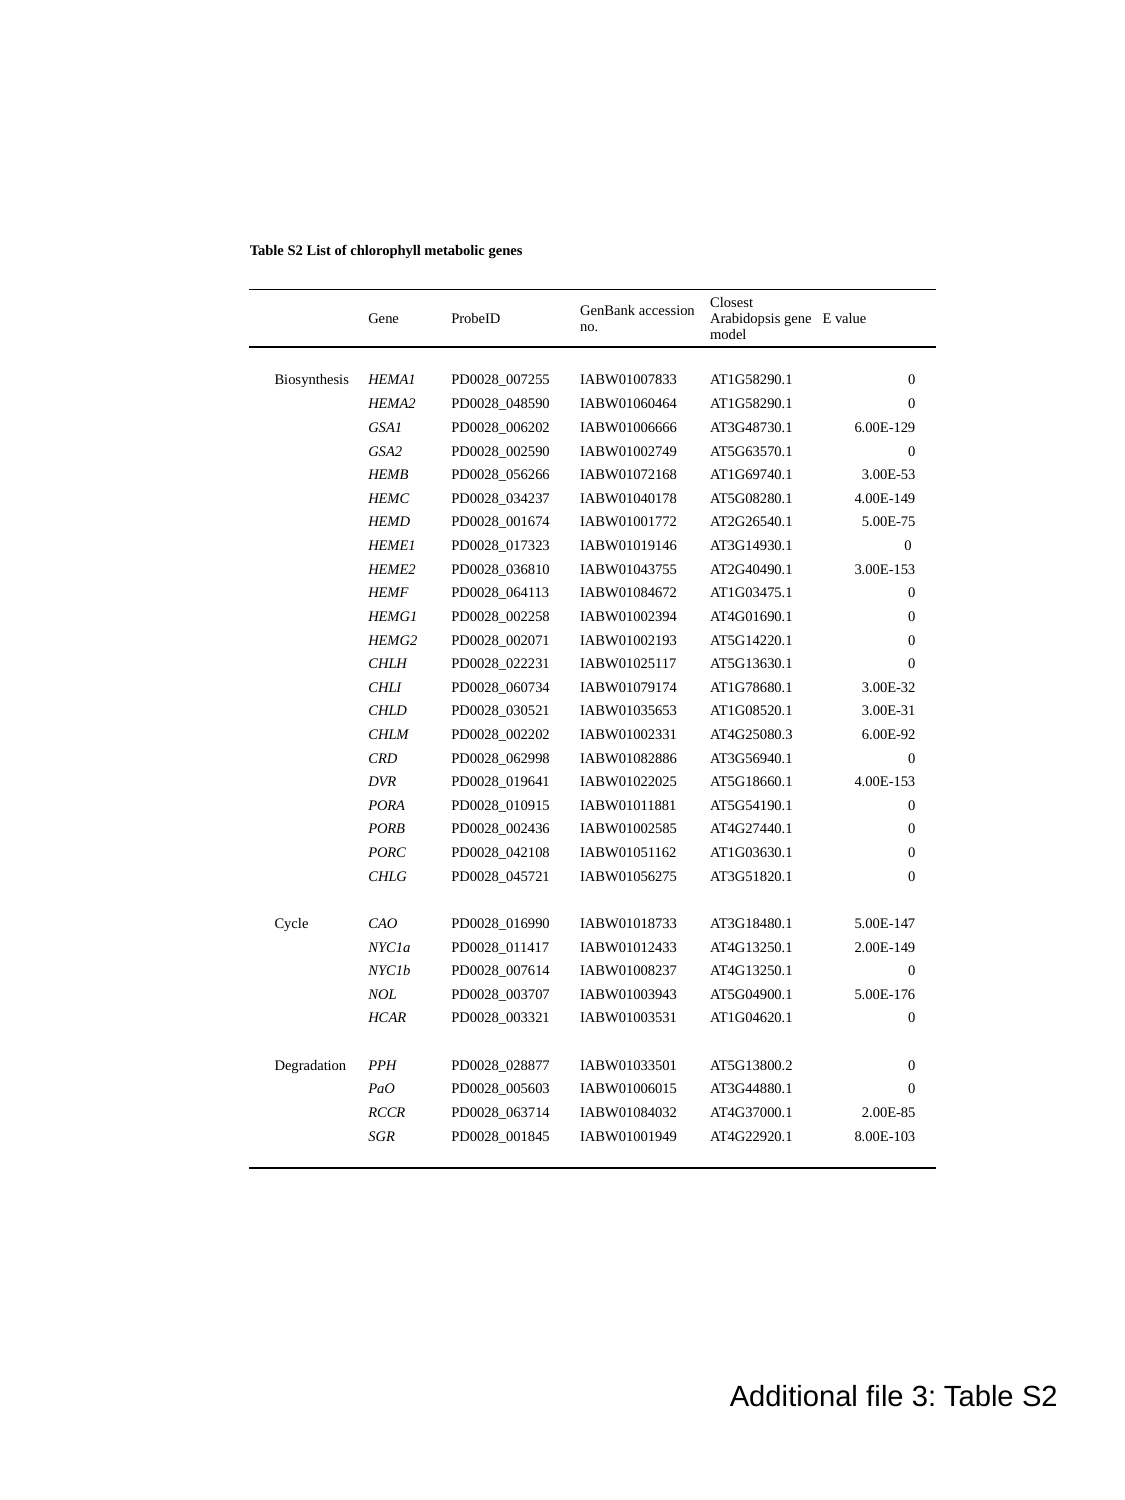

| Table S2 List of chlorophyll metabolic genes | | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- |
| | | | | | | | |
| | | Gene | ProbeID | GenBank accession no. | Closest Arabidopsis gene model | E value | |
| | | | | | | | |
| | Biosynthesis | HEMA1 | PD0028\_007255 | IABW01007833 | AT1G58290.1 | 0 | |
| | | HEMA2 | PD0028\_048590 | IABW01060464 | AT1G58290.1 | 0 | |
| | | GSA1 | PD0028\_006202 | IABW01006666 | AT3G48730.1 | 6.00E-129 | |
| | | GSA2 | PD0028\_002590 | IABW01002749 | AT5G63570.1 | 0 | |
| | | HEMB | PD0028\_056266 | IABW01072168 | AT1G69740.1 | 3.00E-53 | |
| | | HEMC | PD0028\_034237 | IABW01040178 | AT5G08280.1 | 4.00E-149 | |
| | | HEMD | PD0028\_001674 | IABW01001772 | AT2G26540.1 | 5.00E-75 | |
| | | HEME1 | PD0028\_017323 | IABW01019146 | AT3G14930.1 | 0 | |
| | | HEME2 | PD0028\_036810 | IABW01043755 | AT2G40490.1 | 3.00E-153 | |
| | | HEMF | PD0028\_064113 | IABW01084672 | AT1G03475.1 | 0 | |
| | | HEMG1 | PD0028\_002258 | IABW01002394 | AT4G01690.1 | 0 | |
| | | HEMG2 | PD0028\_002071 | IABW01002193 | AT5G14220.1 | 0 | |
| | | CHLH | PD0028\_022231 | IABW01025117 | AT5G13630.1 | 0 | |
| | | CHLI | PD0028\_060734 | IABW01079174 | AT1G78680.1 | 3.00E-32 | |
| | | CHLD | PD0028\_030521 | IABW01035653 | AT1G08520.1 | 3.00E-31 | |
| | | CHLM | PD0028\_002202 | IABW01002331 | AT4G25080.3 | 6.00E-92 | |
| | | CRD | PD0028\_062998 | IABW01082886 | AT3G56940.1 | 0 | |
| | | DVR | PD0028\_019641 | IABW01022025 | AT5G18660.1 | 4.00E-153 | |
| | | PORA | PD0028\_010915 | IABW01011881 | AT5G54190.1 | 0 | |
| | | PORB | PD0028\_002436 | IABW01002585 | AT4G27440.1 | 0 | |
| | | PORC | PD0028\_042108 | IABW01051162 | AT1G03630.1 | 0 | |
| | | CHLG | PD0028\_045721 | IABW01056275 | AT3G51820.1 | 0 | |
| | | | | | | | |
| | Cycle | CAO | PD0028\_016990 | IABW01018733 | AT3G18480.1 | 5.00E-147 | |
| | | NYC1a | PD0028\_011417 | IABW01012433 | AT4G13250.1 | 2.00E-149 | |
| | | NYC1b | PD0028\_007614 | IABW01008237 | AT4G13250.1 | 0 | |
| | | NOL | PD0028\_003707 | IABW01003943 | AT5G04900.1 | 5.00E-176 | |
| | | HCAR | PD0028\_003321 | IABW01003531 | AT1G04620.1 | 0 | |
| | | | | | | | |
| | Degradation | PPH | PD0028\_028877 | IABW01033501 | AT5G13800.2 | 0 | |
| | | PaO | PD0028\_005603 | IABW01006015 | AT3G44880.1 | 0 | |
| | | RCCR | PD0028\_063714 | IABW01084032 | AT4G37000.1 | 2.00E-85 | |
| | | SGR | PD0028\_001845 | IABW01001949 | AT4G22920.1 | 8.00E-103 | |
| | | | | | | | |
| | | | | | | | |
Additional file 3: Table S2

# Supplementary material for: Transcriptome analysis in petals and leaves of chrysanthemums with different chlorophyll levels
**Source:** BMC Plant Biol. 2017 Nov 15;17:202. doi: 10.1186/s12870-017-1156-6
**Supplement:** Supplementary file 5 — Expression of MYB113-like and anthocyanin biosynthesis genes in FW, FG, and FGD. Microarray data were obtained as described in Fig. 4. ANS, anthocyanidin synthase; CHI, chalcone isomerase; CHS, chalcone synthase; DFR, dihydroflavonol 4-reductase. GenBank accession number of each gene is indicated in parentheses.

## Slide 1
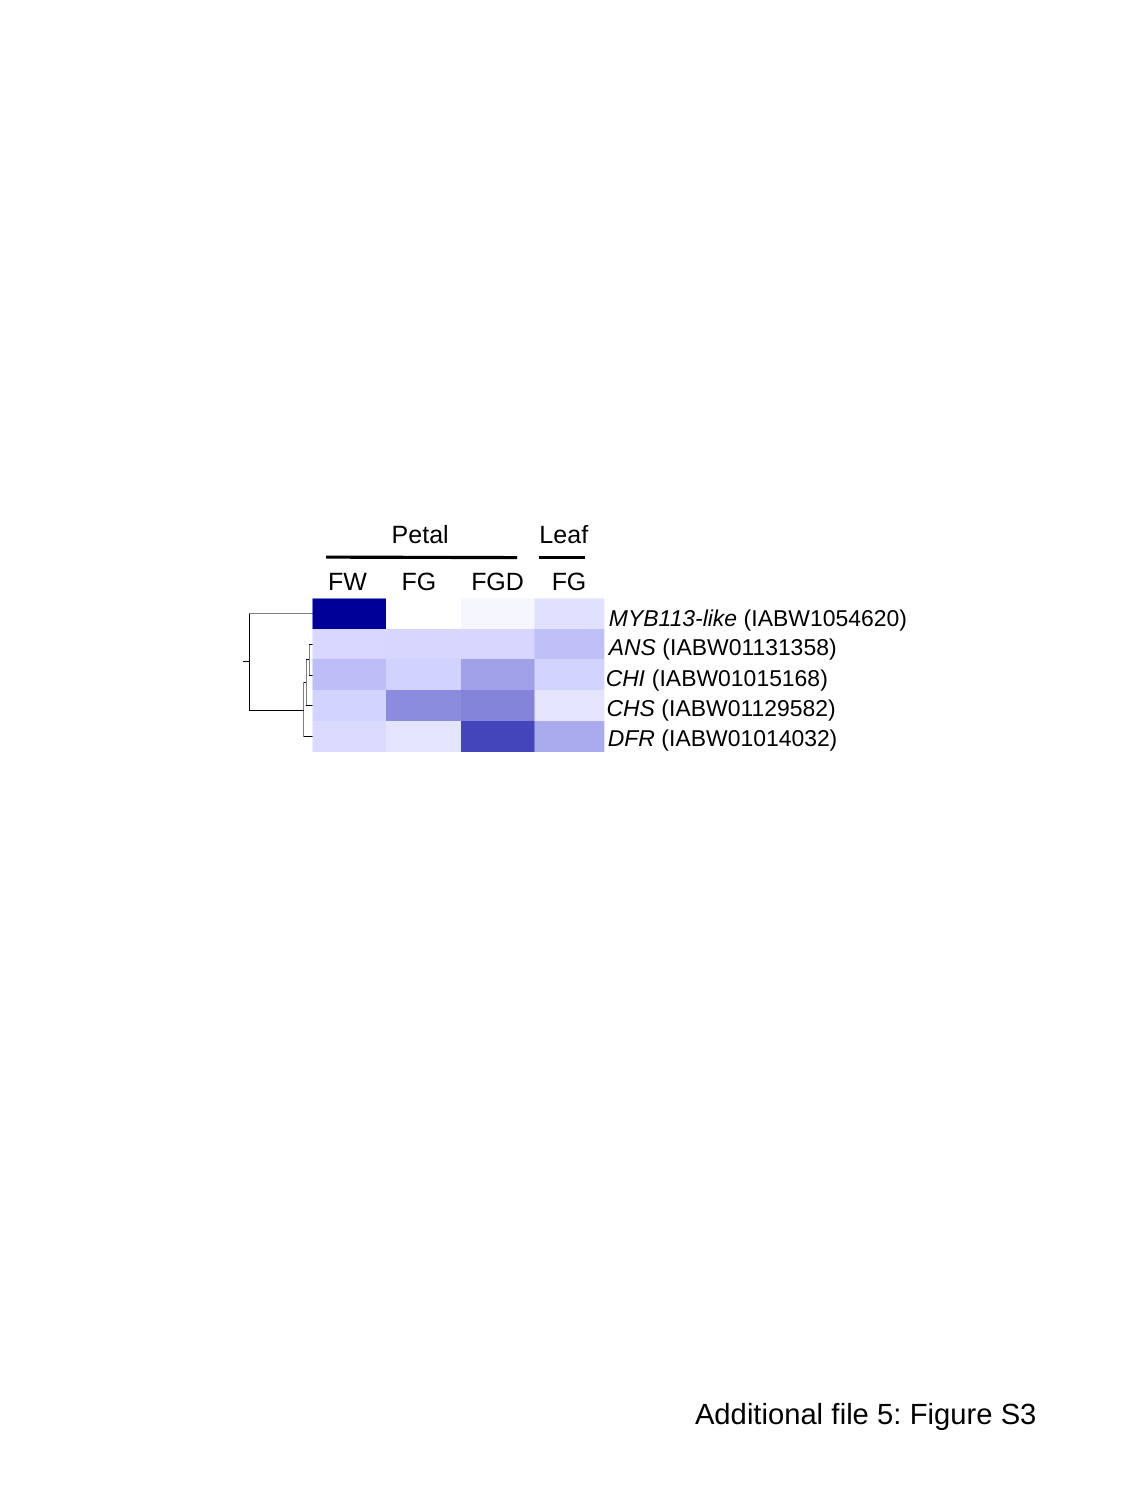

Petal Leaf
FW FG FGD FG
MYB113-like (IABW1054620)
ANS (IABW01131358)
CHI (IABW01015168)
CHS (IABW01129582)
DFR (IABW01014032)
Additional file 5: Figure S3

# Supplementary material for: Transcriptome analysis in petals and leaves of chrysanthemums with different chlorophyll levels
**Source:** BMC Plant Biol. 2017 Nov 15;17:202. doi: 10.1186/s12870-017-1156-6
**Supplement:** Supplementary file 6 — RT-qPCR analysis of selected transcription factor genes in petals of white- and green-flowered chrysanthemum cultivars. Cultivar numbers are as in Additional file 4 Figure S2. A total of 11 genes were selected by microarray analysis (Tables 1 and 2). Three of them were differentially expressed between white and green petals (Fig. 7). The expression levels of the remaining 8 genes (presented in this Figure S4.), were not significantly different between white and green petals. Different letters indicate significant differences in Tukey–Kramer multiple-comparison test (P < 0.05).

## Slide 1
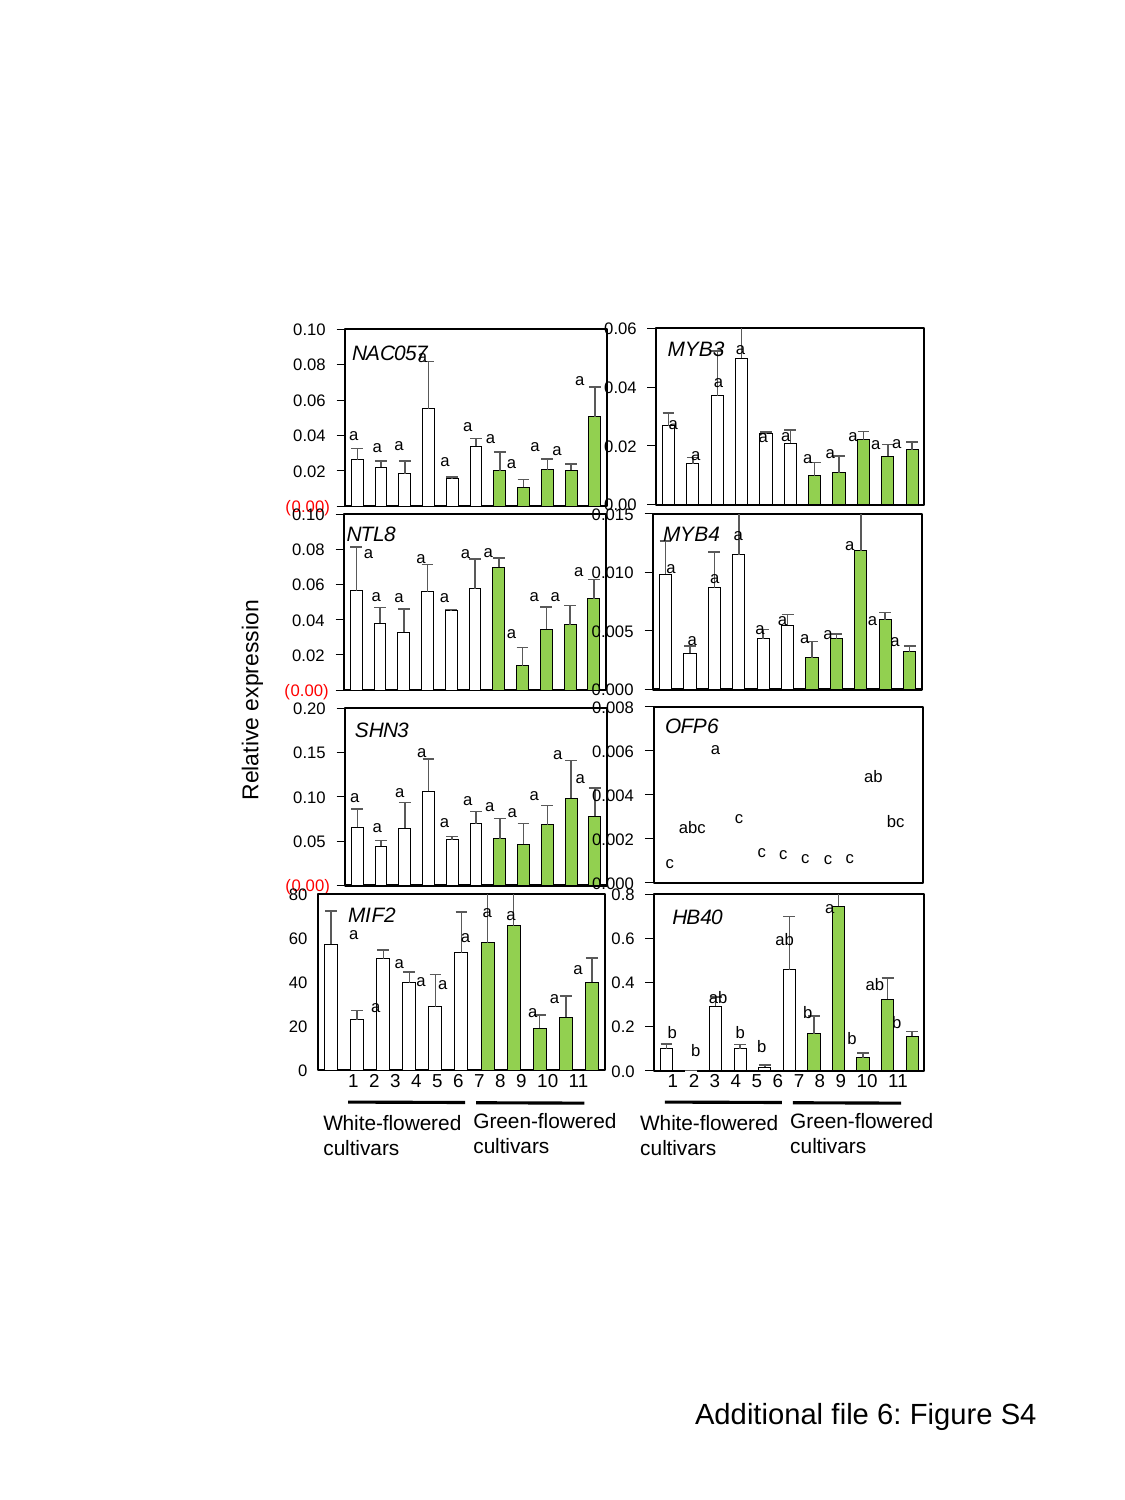

### Chart
| Category | |
|---|---|
| ES | 0.0267979429907711 |
| BT | 0.013892550963732 |
| SP | 0.0370576970001931 |
| SE | 0.049803196017203 |
| RD | 0.0240051525302874 |
| FR | 0.0208272045149333 |
| GN | 0.00978484679731614 |
| GR | 0.0108366380031902 |
| AG | 0.0220601315096935 |
| OL | 0.0164950460633182 |
| GL | 0.0187105854970616 |
### Chart
| Category | |
|---|---|
| ES | 0.026175368622257344 |
| BT | 0.02191784225255991 |
| SP | 0.018236588632932774 |
| SE | 0.05497648251205736 |
| RD | 0.015408897097465077 |
| FR | 0.03391620385384472 |
| GN | 0.020177490628597586 |
| GR | 0.010628334928706516 |
| AG | 0.020638506592969837 |
| OL | 0.02041869785736462 |
| GL | 0.05072489120058065 |a
a
a
a
a
a
a
a
a
a
a
a
a
a
a
a
a
a
a
a
a
a
### Chart
| Category | |
|---|---|
| ES | 0.00984053777715447 |
| BT | 0.00309807253194973 |
| SP | 0.00866872887085216 |
| SE | 0.0114908624458378 |
| RD | 0.00434344749491897 |
| FR | 0.00547878656090265 |
| GN | 0.00270096474896716 |
| GR | 0.00434678266823957 |
| AG | 0.0118622263750677 |
| OL | 0.00595172492193231 |
| GL | 0.00320246814172999 |
### Chart
| Category | |
|---|---|
| ES | 0.05653535901075185 |
| BT | 0.03800650542993547 |
| SP | 0.032850249227587835 |
| SE | 0.05594917377751847 |
| RD | 0.04502630322367889 |
| FR | 0.0576906080076284 |
| GN | 0.06974072542769444 |
| GR | 0.013853545031480974 |
| AG | 0.03448271606178744 |
| OL | 0.036994770038051884 |
| GL | 0.05191012860495527 |a
a
a
a
a
a
a
a
a
a
a
a
a
a
a
a
a
a
a
a
a
a
Relative expression
### Chart
| Category | |
|---|---|
| ES | 8.0186678363253e-05 |
| BT | 0.00179014562919148 |
| SP | 0.0053011393647256 |
| SE | 0.000251271049463481 |
| RD | 0.000498627231067348 |
| FR | 0.000472615805227801 |
| GN | 5.02151158396669e-05 |
| GR | 0.000150286840047549 |
| AG | 0.000186154134750561 |
| OL | 0.00436600712561556 |
| GL | 0.00110924098604039 |
### Chart
| Category | |
|---|---|
| ES | 0.06524946132439874 |
| BT | 0.04421080306422437 |
| SP | 0.06462303943492591 |
| SE | 0.10604254906867329 |
| RD | 0.05126228937145675 |
| FR | 0.069655656456139 |
| GN | 0.052356070685658174 |
| GR | 0.046285048926895396 |
| AG | 0.06831918361064789 |
| OL | 0.0981567891276809 |
| GL | 0.07779178508039776 |a
a
a
ab
a
a
a
a
a
a
a
c
bc
a
a
abc
c
c
c
c
c
c
### Chart
| Category | |
|---|---|
| ES | 0.101131636844714 |
| BT | 0.00149145644875029 |
| SP | 0.292547731127354 |
| SE | 0.0992306201068138 |
| RD | 0.017186412435601 |
| FR | 0.458728323850686 |
| GN | 0.167077365226152 |
| GR | 0.745651375661736 |
| AG | 0.0604440687435008 |
| OL | 0.324460567162002 |
| GL | 0.156806464961687 |
### Chart
| Category | |
|---|---|
| ES | 57.0730551464404 |
| BT | 22.781367965520257 |
| SP | 50.67391507466805 |
| SE | 39.578571439936105 |
| RD | 28.74979460134175 |
| FR | 53.40279982188991 |
| GN | 57.828521568079616 |
| GR | 65.579896412774 |
| AG | 18.94343346909285 |
| OL | 24.03382596674111 |
| GL | 39.80569282295456 |a
a
a
a
a
ab
a
a
a
a
ab
a
ab
a
a
b
b
b
b
b
b
b
1 2 3 4 5 6 7 8 9 10 11
1 2 3 4 5 6 7 8 9 10 11
Green-flowered
cultivars
White-flowered
cultivars
Green-flowered
cultivars
White-flowered
cultivars
Additional file 6: Figure S4

How the deposited data were processed for this re-analysis (not part of the article)

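RNA from stage 2 ray floret petals of FW, FG, and FGD and from mature leaves of FG was hybridized to 12 custom oligonucleotide arrays by the 1-color method, with 3 arrays in each of 4 groups. FW and FGD are the bud sports and FG their parent. Each array held 176026 probes designed on contigs and 4854 control spots. The groups and replicate numbers were taken from the sample labels and the paper.

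The authors deposited the scanner output of each array, in which Feature Extraction gives the intensity of each spot after background subtraction and detrending, not scaled between arrays. The file headers name another version of that software than the paper's text. The authors also deposited a table of log2 values for the same arrays, centered for each probe on a value that is not stated. Differences between groups in that table equalled those computed here, with a largest difference of 8.17e-05 over 176026 probes.

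Here, the intensities were log2-transformed and the 75th percentile of each array over its probes was subtracted. Control spots were left out, and spots marked as outliers were treated as missing, 7 to 37 on an array. Saturated spots would have been kept, and there were none. The main tests used the 70270 probes with a mean background-corrected signal of at least 100 over the 12 arrays. The paper states this minimum for its clustering, on the mean raw signal. Probes of the paper's tables below that cutoff were tested in a fit of all probes. Groups were compared with limma (version 3.58.1, in R 4.3.3 with data.table 1.17.8), with a mean for each group, moderated variances, and Benjamini-Hochberg adjustment. A probe was called at a fold change over 5 and an adjusted p under 0.05. For Tables 1 and 2 the limits were a fold change over 15 and an adjusted p under 0.01. The Chl biosynthesis list was also tested as a set with fry and camera from limma. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

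Where a probe was not well above background on any array of a group, its fold change is a bound. The mean log2 level of the brighter group was set against the mean, over the arrays of the dimmer group, of the higher of the probe's own level and the lowest level among probes well above background. No fold change is given where both groups were below background. Probes are named only through Tables 1, 2, and S2, because the scanner files name none of them.

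The tests were checked on simulated data made for the comparison of FW with FG petals, in which 200 of 70270 probes were changed. Of these, 196 were recovered, a share of 0.98, with 0 false calls. Changes shared by FW and FGD against the same FG arrays were set against 20 simulations of unchanged groups, and counted again with no FG array in both comparisons.

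The named probes are the 31 of Table S2, the 38 of Table 1, and the 24 of Table 2. To these were added, for each comparison with FG petals and for FG petals apart from both bud sports, the 2 probes that rose most and the 2 that fell most among called probes well above background on all arrays of both groups, with no overlap between their arrays. This rule, the tests, and most alternatives were set before the data were examined. The alternatives were quantile and median normalization, the authors' log2 table, no filter, a filter on probes well above background on all 3 arrays of at least 1 group, a signal floor of 100, a fit of only the groups compared, trended and robust variances, the replicate number and the slide as blocks, other thresholds, arithmetic means, and leaving out each array in turn. Normexp background correction (offset 50) of the median signals, keeping the outlier spots, and the cutoff on the median signal before background correction were chosen after seeing the data. A change of sign counts as a reversal only where the value is called in either setting.

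The precision is limited by the number of arrays in a group, and 3 arrays against 3 allow only 10 splits. Gene ontology classes, RT-qPCR, and the genes that the tables do not pair with a probe were not analysed here.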

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

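The tests against the slide, the comparison with lists meeting at random, the comparisons with no FG array shared, the counts with bounds, and the counts of FW and FGD petals apart from the other petals were chosen only after the results were seen. The draw of 100 splits was also changed, to splits that do not repeat, after a first count had been seen.

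The paper compares FW and FGD petals each with FG petals and does not report on all probes between the bud sports themselves. In that comparison, 2281 probes were over 5-fold higher and 1094 lower in FGD than in FW petals, 67.6% of them higher. With bounds for probes not well above background in a group, these were 2235 and 1080. Of the 10 splits of these 6 arrays, only the real one, 1 split, gave as many, and the largest other split gave 21. So few splits decide nothing on chance by themselves, but each call passed an adjusted p of 0.05 in limma, which argues against chance as the source of the whole number. Of these 3375 probes, 2958 were called in the same direction with the slide as a block, which argues against the slide as the whole source. Of the 16 Chl biosynthesis probes that passed the low signal cutoff, 14 were lower in FW than in FGD petals, a result that 1 of 10 splits gave. A biological difference between the bud sports remains open and was not tested.

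Between FG leaves and FG petals, 4789 probes were over 5-fold higher and 4959 lower in leaves, a comparison over all tested probes that the paper does not report. With bounds these were 4789 and 4914. Only the real split, 1 of 10, gave as many, and the largest other split gave 0. The splits are too few to decide on chance, but each call passed an adjusted p of 0.05 in limma, which argues against chance as the source of the whole number. Of the 9748 probes, 8670 were called in the same direction in the fit with the slide as a block. That fit draws its slide terms here from single arrays, FW petal replicate 1 and FGD petal replicate 3, so the slide is not excluded. The balance of higher and lower probes depended on dim probes: 49.1% were higher, against 61.1% without the low signal cutoff and 60.6% under a signal floor of 100. The tissue, which the design names, stays open. For the 12 Chl biosynthesis probes higher in leaves, likewise only 1 of 10 splits, the real one, gave as many.

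Over all tested probes, which the paper does not order in this way, 1245 rose and 1285 fell in the order FW, FG, FGD petals, and FG leaves, with each step past an adjusted p of 0.05, together 2530 probes or 3.6% of those tested. Among 100 drawn splits of the 12 arrays into 4 groups, only 1, the real one, gave as many, and the largest other count was 0. Such splits mix leaves with petals, which widens the spread within each group and holds the count near 0, so they say nothing on the order of the petals. Each step of each probe passed its adjusted p, but the adjustment was made for each step and not for the combination, so that chance stays open for part of the probes. Other orders of the petals before the leaves held at most 576 probes, and quantile or median normalization gave 2634 at the farthest, so neither an arbitrary order nor the scaling accounts for the number. With the slide as a block, 189 of the 2530 probes were called in the same order. Each slide term of that fit rests on a single array, so the slide is not excluded for these. For the other 2341, the slide and the order of Chl content cannot be told apart, because the order of the petals partly follows the slides. The standard error of the step from FG to FGD petals was 1.81 times as large in that fit, so lower precision may also account for lost calls. FW petal replicate 1, on the slide of the FG petals, differed from the other FW petals by a median of 0.172 of the gap between FG and FGD petals (quartiles −0.0997 to 0.453), where the slide alone would give about 1; it is a single array, so this excludes nothing. The number also rests on single arrays: it was 673 falling without FG petal replicate 1, and 788 rising without FG petal replicate 3, against 1285 and 1245. A relation to Chl content, which the design names, is a hypothesis only.

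In 27 probes FG petals were over 5-fold above both bud sports, and in 35 they were below both, which the paper does not report. With bounds these were 25 and 31. The same FG arrays enter both comparisons. In 20 simulations of unchanged groups at most 0 such probes were found, but unchanged groups give hardly any calls, so this does not bear on the shared arrays. With 1 or 2 of the FG arrays set against FW petals and the others against FGD petals, so that none was shared, 50 to 74 probes were called in the same direction over the 6 allocations, at least 3.13 times the number from lists meeting at random. In opposite directions 29 to 177 were called, against 4.46 to 15.7 at random, so the excess is not specific to a shared direction. Each allocation also sets 1 comparison against a single FG array, which is assumed to vary like the other groups. The shared arrays therefore stay open. Lists meeting at random would share 12.2 in the same direction, fewer than the 62 observed, but 71 probes changed in opposite directions, against 8.90 at random. Independent changes among probes that change readily would give an excess in both directions, and remain open. Across probes, the differences of FW and of FGD from FG petals had a correlation of −0.06, against 0.505 in the simulations; probes are not independent replicates. Of the 62 probes, 25 were called in the same direction in a fit with the slide as a block. The term of the FG slide rests there on a single array, FW petal replicate 1, so the slide is not excluded for these. For the other 37, the slide and the pattern cannot be told apart, since FG petals lay on a slide without FGD petals and that fit is less precise. With the block, the difference of FGD from FG petals was a median of 0.85 times as large over the 62 probes. Over the 37 it was 0.721 times as large. FW petal replicate 1 lay a median of 0.906 of the way from FG to the other FW petals (quartiles 0.703 to 1.1). The slide alone would leave this array near the FG petals, whose slide it shares. It is a single array, so this excludes nothing. Of 100 drawn splits of the 9 petal arrays, 2 gave as many, the real one included. The other, with 1709 probes, had the 3 FW petals in the place of FG and mixed FG and FGD, so it follows a real group. Such splits mix petals that differ widely, which widens the spread within each group, so they do not decide on chance. Each call passed its adjusted p in both comparisons, which was not adjusted for their combination. Nor is the pattern specific to FG: 1473 probes set FW petals apart from both other petals and 639 set FGD petals apart. The counts also rest on single arrays, with 47 above and 57 below without FG petal replicate 2, and 17 above without FG petal replicate 3. A change shared by both bud sports may be biological, but no test here separates it from other sources.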

How the results depend on the processing

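Normexp background correction of the median signals, keeping the outlier spots, the cutoff on the raw median signal, the counts with bounds or raised signals, and the counts of probes shared with the slide block were chosen only after the data were seen. The planned normexp of the mean signals was not run, because it could not be run on the columns used here. The cause was not tested for any change below unless the alternative's own construction shows it.

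Of 235 log2 differences of named probes, 188 were called, and none reversed its direction under any alternative. The largest numbers of lost calls were 41 under a signal floor of 100, which by construction leaves no order among dim signals, and 36 with the slide as a block, a fit with fewer degrees of freedom. Quantile normalization lost 4, and the authors' log2 table and trended and robust variances lost 0. Leaving out 1 array at a time changed 47 calls to lost and 17 to gained among 2820.

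Without the low signal cutoff, which by construction admits dim probes, the calls over 5-fold were 820 higher and 2147 lower in FW than in FG petals, 972 and 947 in FGD than in FG petals, and 3851 and 2064 in FGD than in FW petals. There were 11501 higher in leaves than in FG petals, 718 falling with Chl content, 89 with FG petals above both bud sports and 81 below, and 38 of Table 1 and 23 of Table 2. These counts use fitted fold changes; a measured fold change or a bound exceeded 15 for 26 and 16 of the Table probes, and for 24 and 12 with the arrays that did not measure a probe raised to at least the lowest signal among probes well above background. With the filter on detection in its place these were 758 and 2157, 898 and 951, 3797 and 2007, 9612 in leaves, 85 above and 80 below, and 38 and 23.

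Normexp of the median signals adds an offset to every signal, which by construction lowers the fold changes of dim probes. With it, 175 probes were called higher and 724 lower in FW than in FG petals. In FGD petals, 153 were higher and 217 lower than in FG petals, and 1334 higher and 610 lower than in FW petals. There were 2653 lower in leaves, 14 above and 10 below both bud sports, and 6 of Table 1 and 5 of Table 2. Under a signal floor of 100 the same counts were 204 and 795, 163 and 244, 1421 and 666, 2867, 17 and 10, and 8 and 4.

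With the slide as a block, FGD petals had 182 probes higher and 185 lower than FG petals, 7 probes of Table 2 passed, 7 Chl biosynthesis probes were higher in leaves, and 100 probes rose and 135 fell with Chl content. The 8 calls of Chl biosynthesis probes between FGD and FG petals were lost, and the adjusted p of the set test fry went from 0.00496 to 0.618. The other counts stayed within 1.5 times, but a like count need not hold the same probes: 25 of the 62 probes with FG petals above or below both bud sports were called in the same direction with the slide as a block. The share of higher probes between FGD and FG petals was 37.4%, and 49.6% with the slide as a block, 50.7% without the low signal cutoff, and 48.6% with the detection filter.

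With the low signal cutoff on the median signal before background correction, 76541 probes were tested, no count moved by over 1.5 times, and among the named probes no call was lost and 1 was gained.

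With each step required to exceed 1.5-fold, 657 probes rose and 369 fell. With no fold cutoff, FG petals were above both bud sports in 2095 probes and below in 3437.

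Leaving out 1 array gave 788 to 1391 rising probes, with 815 without FG petal replicate 1, 788 without FG petal replicate 3, and 790 without FGD petal replicate 1. Falling probes numbered 673 to 1502, with 673 without FG petal replicate 1, 798 without FG petal replicate 3, 826 without FGD petal replicate 1, and 835 without FGD petal replicate 2. FG petals were above both bud sports in 17 to 47 probes (17 without FG petal replicate 3 and 47 without replicate 2) and below in 26 to 57 (57 without replicate 2). The other counts stayed within 1.5 times.

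Replicate numbers were shared between groups but do not pair the samples: of 18 correlations between same-numbered arrays, from −0.361 to 0.391, 5 exceeded 0.1. With the replicate number as a block, 1103 probes rose and 1094 fell with Chl content, and no count moved by over 1.5 times.

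Signal over background limits the dim probes, for which 1 group gives only a bound.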

Differences from the paper's values

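The tests of the figure's values were chosen only after those values were seen: all 31 genes of Fig. 4 were compared by eye, and the 4 below were picked because they did not match. The counts with bounds or raised signals were also added after the counts were seen.

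The paper lists 11 probes as higher in FW than in FG petals (Table 1). All 11 had a fitted fold change over 15 and an adjusted p under 0.01 here. Only 3 also passed the low signal cutoff, which the paper states for its clustering and not for this list. Of these 3, 2 had a measured fold change or a bound over 15. Of the alternatives set before the data were examined, no filter and the detection filter gave 11 by fitted fold changes, the paper's count, of which 5 had a measured fold change or a bound over 15. The others did not, with 3 each except 0 under the signal floor of 100. The alternative of normexp on the median signals, chosen after seeing the values, gave 0, and a cutoff on the raw median signal, chosen likewise, gave 4.

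The paper lists 14 probes as higher in FGD than in FG petals (Table 2), and 13 had a fitted fold change over 15 here. Only 6 passed both limits and the low signal cutoff, and the others were below that cutoff. Of these 6, 3 had a measured fold change or a bound over 15. Of the alternatives set before the data were examined, no filter and the detection filter gave 13 by fitted fold changes, within 1.5 times of the paper's count, and 7 with a measured fold change or a bound over 15, or 5 with the arrays that did not measure a probe raised to at least the lowest signal among probes well above background. The others gave 6, apart from 3 with the slide as a block and 0 under the signal floor of 100. Normexp on the median signals, chosen after seeing the values, gave 1, and a cutoff on the raw median signal, chosen likewise, gave 7.

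For *NYC1a*, the log2 level in FW petals less that in FGD petals is about 0.6 in the paper's Fig. 4b, read by eye, and 1.81 here. For *NYC1b*, it is about 1.7 in Fig. 4b, read by eye, and 0.69 here. For *GSA1*, the level in leaves less that in FW petals is about 2.2 in the paper's Fig. 4a, read by eye, and 1.6 here. For *GSA2*, it is about 1.6 in Fig. 4a, read by eye, and 2.26 here. For these 4 genes, every alternative set before the data were examined differed from the figure's value by more than the spread of the arrays here. That spread is the larger SD of the groups compared. In each pair of genes, the figure's value for 1 is near the value here for the other.

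The paper reports no significant difference for *HEMD*, *CHLG*, *CHLM*, *HEMG2*, and *CHLI*. Between FG leaves and FG petals, the adjusted p here was 1.02e-06 for *CHLG*, 7.62e-06 for *CHLM*, 0.00268 for *CHLI*, 0.0253 for *HEMG2*, and 0.0151 for *HEMD*, the last with both groups below background. *CHLI* (adjusted p = 0.416), *HEMG2* (adjusted p = 0.69), and *HEMD* (adjusted p = 0.132) were not called with the slide as a block. Over the alternatives, the adjusted p ranged up to 1 for these 3 genes.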

Other observations

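The tests of the 75th percentile of the leaf arrays and of the slide, and the counts of probes shared with the slide block, were chosen only after the results were seen.

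The 75th percentile was 188 to 209.5 on the leaf arrays and at least 308 on the petal arrays. A few probes taking most of the signal would lower it at the same total signal, but the total signal of the leaf arrays was also lower, at 0.744 of that of the petal arrays. The share of the signal in the 1000 brightest probes was higher as well, 50.9% to 52.9% in leaves against at most 49.2% in petals. FGD petal replicate 3, on the slide of the leaves, was at 346.8. It is a single array, so that the slide and the tissue cannot be told apart by it. No biological explanation was tested.

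Between FW and FG petals, 1 of 10 splits of the 6 arrays, the real one, gave as many probes over 5-fold apart, and the largest other split gave 0. So few splits decide nothing on chance by themselves, but each call passed an adjusted p of 0.05 in limma, which argues against chance as the source of the whole number. Of the 1769 probes, 1584 were called in the same direction with the slide as a block. The term of the FG slide rests there on a single array, FW petal replicate 1, so the slide is not excluded. The same 1 of 10 splits held for the Table 1 probes, for the Chl biosynthesis probes lower in FW petals, and for their median difference. Between FGD and FG petals, 1 of 10 splits gave as many probes, with 1 in the largest other split, and likewise for the Table 2 probes. Here too the splits decide nothing, and the adjusted p of the calls argues against chance as the source of the whole number. Of the 838 probes, 253 were called in the same direction with the slide as a block. As the term of the FG slide rests on that same single array, the slide is not excluded for these. For the other 585, the slide and the difference of FGD from FG petals cannot be told apart here, because the 2 groups shared no slide. In that fit the difference over the 838 probes was a median of 0.811 times that without the block, and its standard error 1.87 times as large, so lower precision could also account for lost calls. FW petal replicate 1, on the slide of the FG petals, differed from the other FW petals by a median of 0.178 of the gap between FG and FGD petals (quartiles 0.0404 to 0.324), where the slide alone would give about 1. It is a single array, so this excludes nothing.

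By the rule for named probes, PD0028_017275 rose by 6.57 and PD0028_098174 by 6.51 on the log2 scale in FW petals over FG petals (adjusted p = 1.4e-04 and 1.49e-06). In FGD petals, PD0028_017275 instead fell by 6.58 against FG petals (adjusted p = 0.000458). In FW petals, PD0028_029054 fell by 8.63 and PD0028_040561 fell by 6.82 (adjusted p = 1.41e-08 and 2.07e-05). Beside probes given above, PD0028_007507 rose by 5.77 and PD0028_120749 fell by 7.17 in FGD petals over FG petals. In FG leaves, PD0028_036006 and PD0028_086558 rose by 11.0 and 10.7, and PD0028_168248 and PD0028_116830 fell by 12.4 and 11.7. In both bud sports, PD0028_074403 and PD0028_056871 rose, and PD0028_101159 and PD0028_034344 fell, each by at least 4.09. The tables pair no gene name with these probes.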
